# Characterisation of the Whole Blood mRNA Transcriptome in Holstein-Friesian and Jersey Calves in Response to Gradual Weaning

**DOI:** 10.1371/journal.pone.0159707

**Published:** 2016-08-01

**Authors:** D. Johnston, B. Earley, P. Cormican, D. A. Kenny, M. S. McCabe, A. K. Kelly, M. McGee, S. M. Waters

## Abstract

Weaning of dairy calves is an early life husbandry management practice which involves the changeover from a liquid to a solid feed based diet. The objectives of the study were to use RNA-seq technology to examine the effect of (i) breed and (ii) gradual weaning, on the whole blood mRNA transcriptome of artificially reared Holstein-Friesian and Jersey calves. The calves were gradually weaned over 14 days (day (d) -13 to d 0) and mRNA transcription was examined one day before gradual weaning was initiated (d -14), one day after weaning (d 1), and 8 days after weaning (d 8). On d -14, 550 genes were differentially expressed between Holstein-Friesian and Jersey calves, while there were 490 differentially expressed genes (DEG) identified on d 1, and 411 DEG detected eight days after weaning (P < 0.05; FDR < 0.1). No genes were differentially expressed within breed, in response to gradual weaning (P > 0.05). The pathways, gene ontology terms, and biological functions consistently over-represented among the DEG between Holstein-Friesian and Jersey were associated with the immune response and immune cell signalling, specifically chemotaxis. Decreased transcription of several cytokines, chemokines, immunoglobulin-like genes, phagocytosis-promoting receptors and g-protein coupled receptors suggests decreased monocyte, natural killer cell, and T lymphocyte, chemotaxis and activation in Jersey compared to Holstein-Friesian calves. Knowledge of breed-specific immune responses could facilitate health management practices better tailored towards specific disease sensitivities of Holstein-Friesian and Jersey calves. Gradual weaning did not compromise the welfare of artificially-reared dairy calves, evidenced by the lack of alterations in the expression of any genes in response to gradual weaning.

## Introduction

Weaning of dairy calves is an early life husbandry management practice whereby milk is removed from the calves’ diet and subsequently they derive their nutrient and energy requirements from solid feed alone. Abrupt weaning can act as a multi-factorial stressor in single-suckled beef calves [1–5]. It has been reported to produce an acute pro-inflammatory stress response determined by changes in haematological profiles [4–6], increases in serum concentrations of acute phase proteins [6], up-regulation in expression of genes involved in the pro-inflammatory response [4] and transcriptional alterations in cytokines, chemokines, g-protein-coupled receptors and integrins [2]. However, there is limited published research detailing the immune response to gradual weaning from a liquid based diet in the artificially reared dairy calf. As dairy calves are removed from their dams at birth, gradual weaning of dairy calves may not produce the same stress response associated with abrupt weaning of beef calves. However, gradual weaning of dairy calves takes place months before beef calves are typically weaned from their dams. Consequently, the change-over from a liquid to a solid-feed based diet at such an early stage in rumen development may induce a stress response. One study has reported increases in serum concentrations of both acute phase proteins and cortisol, along with alterations in concentrations of serum inflammatory cytokines (tumour necrosis factor-alpha (TNFα) and interferon-gamma) and an increase in the neutrophil:lymphocyte ratio, demonstrative of a pro-inflammatory response, following gradual weaning in dairy Holstein calves [7]. Furthermore, we have observed differences in haematological profiles and whole blood gene expression of the pro-apoptotic gene *Fas*, in dairy calves in response to gradual weaning [8].

Holstein-Friesian (H-F) and Jersey (J) are the two most predominant dairy breeds used in Ireland [9] and indeed internationally [10]. Body characteristics including birth weight [10] and subsequent growth rate [11] vary greatly between these two breeds. Evidence also exists for transcriptional differences in pooled whole blood between Holstein and J [12]. However, only limited literature suggesting differences in immune responses between H-F and J breeds is currently available. Two studies have reported breed differences in immune responses to infection challenges in cows. Bannerman and co-authors [13] found differences in the onset, magnitude, duration and cessation of acute phase responses and pro-inflammatory cytokine expression between Holstein and J cows after intramammary infection with *Escherichia coli*. Additionally, genes involved in the immune response and antigen presentation and processing differed between Holstein and J cows sub-clinically infected with *Mycobacterium avium* spp. *Paratuberculosis* (MAP) [14].

Alterations in immune responses between calves of these two breeds have also been reported. Serum TNFα was secreted in greater quantities from stimulated mononuclear cells isolated from post-weaned Holstein compared with J calves [15]. Greater bacterial killing and neutrophil oxidative burst activity, were also observed in the whole blood from the post-weaned Holstein calves, following incubation with *Escherichia coli* [15]. Furthermore, calves from J sires had lower total anti-foot-and-mouth disease virus serum antibody titres, in response to three different vaccine strains, than calves from Holstein sires suggesting that the genetic background of calves influences humeral immune responses [16].

RNA-seq has revolutionized transcriptomic studies by providing an efficient approach for transcript discovery, expression analyses, and identification of sequence polymorphisms [17, 18]. It is now being used widely for uncovering multiple facets of the transcriptome to facilitate biological applications [18]. Indeed, alterations in the leukocyte mRNA transcriptome following abrupt weaning in single-suckled beef calves, have been identified using RNA-seq [2]. However, no information is currently available regarding global changes in the mRNA transcriptome in dairy calves, due to gradual weaning. Given that we have previously reported breed differences in haematological profiles and in whole blood expression of several immune genes, during the peri-weaning period [8], the objectives of the current study was to employ an RNA-seq approach to examine differences in global gene expression in whole blood, between artificially reared H-F and J calves, in response to gradual weaning.

## Materials and Methods

All animal procedures performed in this study were conducted under experimental licence from the Irish Department of Health and Children (licence number B100/2869). Protocols were in accordance with the Cruelty to Animals Act (Ireland 1876, as amended by European Communities regulations 2002 and 2005) and the European Community Directive 86/609/EC.

### Animal management

This experiment was conducted as part of a larger study designed to examine changes in haematological profiles and gene expression in response to gradual weaning. The animal model and management has previously been described by Johnston *et al*. [8] and is briefly outlined here. Eight H-F and eight J clinically healthy bull calves with a mean ± s.d. age (days (d)) and bodyweight of 23 ± 7 d, 46 ± 6 kg and 37 ± 8 d, 34 ± 5 kg, respectively, were group housed indoors on sawdust bedded pens at Teagasc, Grange Beef Research Centre from d -56 to d 8 of the study (weaning occurred on d 0). The H-F calves were all sourced from a single farm and the J calves originated from two different farms. Data was missing for the sire of one H-F and one J calf. Six different bulls sired the remaining seven H-F calves. The remaining seven J calves had five different bulls recorded as their sires. At arrival, calves were immunised against infectious bovine rhinotracheitis, parainfluenza-3 virus, bovine respiratory syncytial virus, *Mannheimia haemolytica* serotypes A1 and A6 and *Salmonella dublin* and *Salmonella typhimurium* using Rispoval IBR-Marker live (Pfizer; Co. Cork, Ireland), Bovipast RSP (Intervet; Dublin, Ireland) and Bovivac S (Intervet; Dublin, Ireland) vaccines, respectively.

Calves were individually fed using automatic milk (Vario Powder; Förster-Technik GmbH, Engen, Germany) and concentrate (KFA3-MA3; Förster-Technik GmbH) feeders. The diet offered consisted of a 23% crude protein (CP), 18% lipid milk replacer (Blossom Easymix; Volac, Co. Cavan, Ireland) and concentrate feed (26.5% barley, 25% soya, 15% maize, 12.5% beet pulp, 12.5% soya hulls, 5% molasses, 2.5% minerals, 1% vegetable oil (18.8% CP, 22.4% neutral detergent fibre, 11.06 MJ ME/kg DM)). The pre-weaning, weaning and post-weaning periods were defined as d -56 to d -14, d -13 to d 0 (milk feeding ceased), and d 1 to d 8 respectively. During the pre-weaning period calves were offered 0.8 kg milk replacer (6 litres (l) at 133.33 g/l). The H-F and J calves were offered 1.5 kg and *ad libitum* concentrate pre-weaning, respectively. All calves were offered approximately 400 g straw daily, from a rack within the group pen, throughout the study period. Calves were weaned when consuming 1 kg of concentrate daily for three consecutive days. During the weaning phase milk replacer was gradually reduced from 6 l to 0 l over a 14 d period (d -13 to d 0). The concentrate allocation for the H-F calves was increased to 2 kg/day following gradual weaning. However, as the H-F calves never consumed their maximum allowance of concentrate, they were essentially offered the same amount of concentrate as the J calves.

### Serum sample collection for the zinc sulphate turbidity test

Blood samples were collected via jugular venepuncture into 8.5 ml BD Serum Separator Tube II Advance tubes (BD Vacutainer; Unitech, Dublin, Ireland) on the day of arrival of the calves to Teagasc, Grange Beef Research Centre. Serum was harvested from these samples and stored at -20°C. The zinc sulphate turbidity (ZST) (proxy for immunoglobulin status) analysis was subsequently performed at 20°C and turbidity measurements were obtained at 520 nm using a spectrophotometer [19].

### Statistical analysis of zinc sulphate turbidity test data

The data were examined for adherence to a normal distribution (PROC UNIVARIARTE, SAS v 9.3). Zinc sulphate turbidity data were analysed using mixed models ANOVA (PROC MIXED, SAS v 9.3). Differences between the means were tested using the PDIFF option within the MIXED procedure of SAS. Means were considered statistically significantly different at a probability level of P < 0.05.

### Whole blood sample collection for RNA-seq analysis

Relative to weaning (d 0), on d -14, d 1, and d 8, blood samples (3 mL) were collected via jugular venepuncture into Tempus^TM^ blood RNA tubes containing RNA stabilisation solution (Applied Biosystems; Foster City, California, USA) (Fig 1). Immediately after blood collection, the Tempus blood RNA Tubes were shaken vigorously by hand for 20 seconds and were subsequently stored at -80°C until analysis.

**Fig 1:**
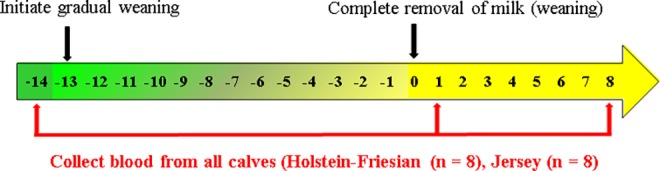
Illustration of the animal model, specifically the days relative to weaning and the days the calves were blood-sampled relative to weaning. The arrow contains day numbers relative to weaning. The first black arrow shows that gradual weaning was initiated on day -13. The second black arrow represents weaning when milk was removed from the diet on day 0. The red arrows show the days the calves were blood sampled relative to weaning, days -14, 1 and 8.

### RNA extraction from whole blood

Total RNA was extracted from whole blood using the Tempus^TM^ Spin RNA Isolation Reagent Kit (Applied Biosystems; Foster City, California, USA), according to manufacturer’s instructions. AbsoluteRNA Wash Solution (Applied Biosystems; Foster City, California, USA) was used for the DNase step. The quantity of the extracted RNA was determined by measuring the absorbance at 260 nm with a Nanodrop spectrophotometer (NanoDrop technologies; Wilmington, DE, USA). The quality of the extracted RNA was examined with the Agilent 2100 Bioanalyser (Agilent Technologies Ireland Ltd; Dublin, Ireland) using the RNA 6000 Nano LabChip kit (Agilent Technologies Ireland Ltd; Dublin, Ireland). Samples had an RNA Integrity Number (RIN) of mean (± s.d.) 9.6 (± 0.29).

### RNA-seq library preparation

Forty-eight individual libraries were prepared from a starting material of 1000 ng high quality total RNA using the Illumina TruSeq RNA Sample Preparation Kit v2 (Illumina Inc; San Diego, CA, USA), according to manufacturer’s instructions. Library preparation initially involved purification of mRNA from total RNA and fragmentation of the mRNA. SuperScript II Reverse Transcriptase (Applied Biosystems; Foster City, California, USA) was subsequently used for the synthesis of the first strand of the cDNA. The second strand of cDNA was synthesised using components of the Illumina TruSeq RNA Sample Preparation Kit v2. Adaptors were ligated to the cDNA samples in a manner which allowed random pooling of libraries and limited technical variation in the experiment. The cDNA fragments containing the adapters were enriched by PCR. Validation of individual libraries was performed with the Agilent Bioanalyser 2100 using the DNA 1000 Nano LapChip kit (Agilent Technologies Ireland Ltd; Dublin, Ireland). It confirmed that library fragment sizes were ~260 base pairs (bp). Libraries were quantified with a Qubit Fluorometer. Equal quantities of individual libraries were pooled based on their respective sample-specific-6 bp adaptors and sent to Clinical Genomics (Toronto, Canada), for RNA sequencing on an Illumina HiSeq 2500 with four libraries per lane. Forty million 76 bp paired end reads were sequenced per library.

### Alignment of sequenced reads to the bovine genome and differential gene expression analysis

Raw sequence reads were received in FASTQ format and assessed for quality using FastQC (version 0.10.0) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (Fig 2). All reads passed the basic quality statistics. Reads were aligned to the bovine genome UMD3.1 using the Spliced Transcripts Alignment to a Reference (STAR) aligner [20] (Fig 2). Reads were only aligned if they contained fewer than two mismatches with the reference genome and uniquely mapped to the reference genome. All retained reads were output in SAM format and subsequently converted to BAM format, sorted, and converted back to SAM format using SAMtools [21]. Read counts were generated using HTseq-count to convert aligned reads into counts per gene using the union model and the Ensembl UMD3.1 annotation of the bovine genome [22] (Fig 2). Differential gene expression was determined using the R (version 3.0.1 (2013-05-16)) Bioconductor package EdgeR (version 3.2.4) [23] (Fig 2), which accounts for biological and technical variation by modelled data as a negative binomial distribution using a generalisation of the Poisson distribution model. To filter out lowly expressed genes, genes with less than one count per million in at least eight samples, were discarded from the analysis. Data were normalised across libraries using the trimmed mean of M-values normalization method [24]. The quantile-adjusted conditional maximum likelihood (qCML) common dispersion and the qCML tagwise dispersions were used to estimate dispersion. Exact tests were used for the detection of differentially expressed genes (DEG) between time-points within breed and between breeds at each time-point. Genes with a Benjamini-Hochberg false discovery rate (FDR) of 10% and a fold change of ≥ 1.5 were considered differentially expressed. All sequence data produced in this study has been deposited to NCBI GEO repository and are available through series accession number GSE76841.

**Fig 2:**
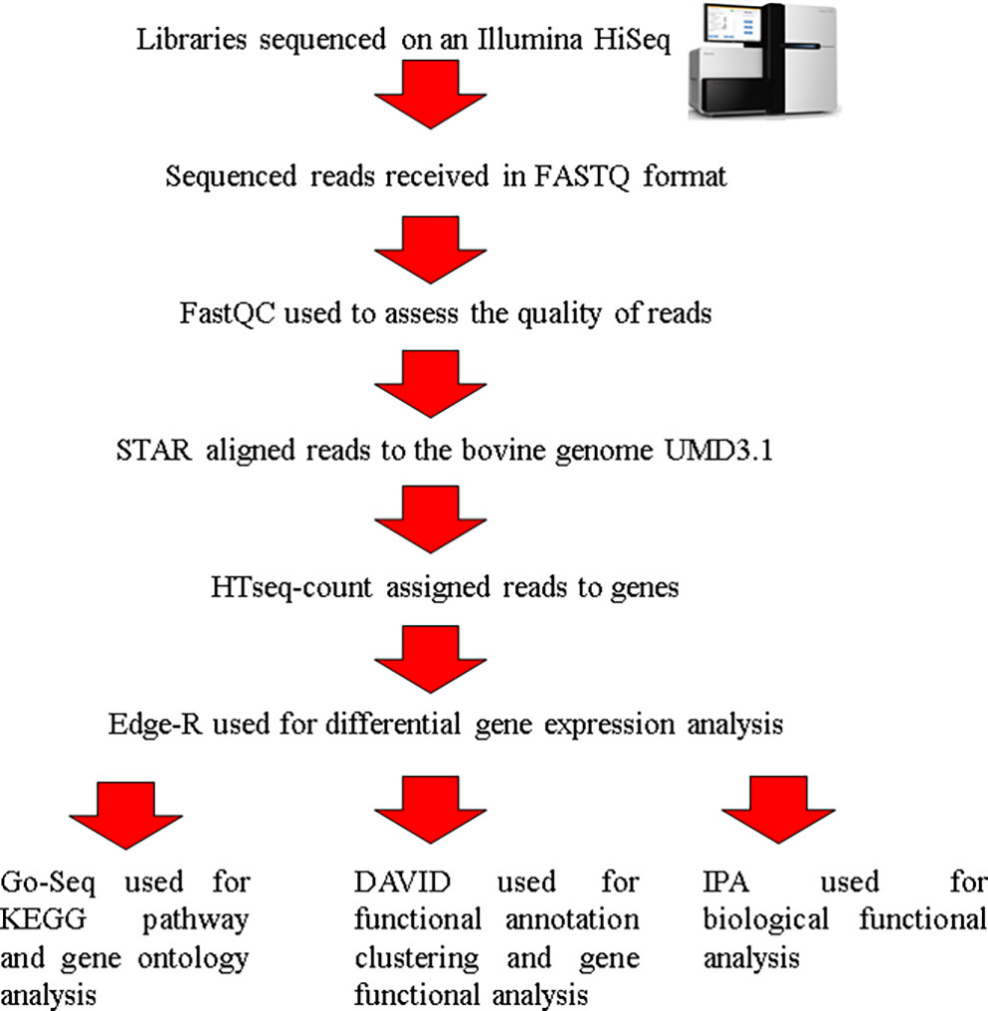
Illustration of the bioinformatic pipeline utilised for RNA-seq data analysis. Paired-end sequencing was performed on the Illumina HiSeq, FastQC was used to assess sequencing quality, reads were aligned to the bovine genome with Spliced Transcripts Alignment to a Reference (STAR), counts were assigned to genes with HTseq-count, Edge-R was used to calculate differential gene expression, Kyoto encyclopaedia of genes and genomes (KEGG) pathway and gene ontology analysis were performed in GoSeq, functional annotation clustering and gene functional analysis was performed with Database for Annotation, Visualization and Integrated Discovery (DAVID), biological functional analysis was performed with Ingenuity Pathway Analysis (IPA) downstream effects.

### Pathway analysis

Pathway analysis was performed using GOSeq (version 1.12.0) [25], with the Kyoto encyclopaedia of genes and genomes (KEGG) database [26] (Fig 2), on statistically significant (P < 0.05) DEG between breeds, at each time-point, with a FDR of 10% and a fold change of > 1.5. Differences in gene length can bias pathway and functional analyses. There is more power to detect longer genes as differentially expressed in RNA-seq experiments as the total number of reads for a gene is proportional to its expression multiplied by its length [25]. GOSeq took gene length into account as it calculated the Probability Weighting Function for each gene and used it to quantify the likelihood of a gene being differentially expressed based on its length alone, and subsequently corrected the analysis for gene length bias. Pathways which were represented significantly more among the DEG, than would be expected due to random chance, were identified using the GoSeq default method “Wallenius” by the Wallenius non-central hypergeometric distribution. A 10% FDR cut-off was implemented on the results of the pathway analysis using Bioconductor’s qvalue package (version 1.34.0) [27].

### Gene ontology analysis

Gene ontology analysis was performed using GOSeq (version 1.12.0) [25] (Fig 2), on statistically significant (P < 0.05) DEG between breeds, at each time-point, with an FDR of 10% and a fold change of > 1.5. As in GOSeq/KEGG pathway analysis, GoSeq corrected for gene length bias and identified ontological terms which were represented significantly more than would be expected due to random chance. Gene ontological terms were identified as over-represented when they had a P value of less than 0.05 and an FDR of 10%.

### Functional annotation clustering and gene grouping analysis

The DEG between breeds, at each time-point, with an FDR of 10% and a fold change of > 1.5, were analysed for functional annotation clustering and gene functional classification using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/tools.jsp) [28, 29] (Fig 2). The background genes consisted of all the expressed genes for the specific time-point being analysed. The annotation categories for DAVID analysis were set to have: a Kappa similarity of 4; a similarity threshold of 0.35; an initial group membership of 4; a final group membership of 4 and a multiple linkage threshold of 0.5. The enrichment P-values of each annotation term were derived from a modified Fisher’s exact test called EASE score. The group enrichment score of each functional annotation cluster or gene functional classification group was calculated from the geometric mean (in -log scale) of all the enrichment P-values in each annotation term within each cluster and was used to determine the significance of results from the functional annotation clustering and gene functional classification analyses. A group enrichment score cut-off of 1.3 (EASE = 0.05) was applied in the present study.

### Biological functional analysis

To examine the cellular and molecular functions, the RNA-seq data were further analysed using Ingenuity Pathway Analysis (IPA) downstream effects (v. 21249400, Ingenuity Systems, Mountain View, CA; http://www.ingenuity.com), according to the manufacturer’s instructions (Fig 2). Within IPA, the Fisher’s exact test corrected by the Benjamini-Hochberg test was used for the identification of over-represented molecular and cellular functions with a FDR of 10%, from DEG between breeds, at each time-point, with an FDR of 10% and a fold change of > 1.5. Additionally, IPA’s regulation z-score algorithm, which predicts increases or decreases in functions based on directional changes in the DEG and expectations derived from the literature, was used to predict differences in the over-represented cellular and molecular functions. IPA software considered cellular and molecular functions with a regulation z-score value of ≥ 2.0 to be significantly increased and cellular and molecular functions with a regulation z-score value of ≤ -2.0 to be significantly decreased.

## Results

### Passive immunity

The J calves had greater maternally derived passive immunity (Lsmeans (s.e.m.)) (19.1 (0.97) units) than H-F calves (15.9 (0.97) units) (P < 0.05).

### Differentially expressed genes

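Whole blood of 16 calves, 8 H-F and 8 J, was drawn into tubes that stabilise RNA on d -14, d 1 and d 8 relative to weaning. Each calf gave 3 samples, so the 3 libraries of a calf were not independent of each other. The poly(A) RNA of the 48 samples was sequenced as paired end reads. The authors kept the reads that STAR aligned to a single place of the bovine genome UMD3.1 and counted them per Ensembl gene with HTSeq-count in its union mode. The deposited values are these counts, without normalization, for the annotated genes and for 92 sequences of the External RNA Controls Consortium (ERCC), which are synthetic RNAs added to a sample as spike-ins. The totals that follow are reads counted on genes and spike-ins, not the reads sequenced, whose number per library the paper states. H-F libraries held 31152517 to 36128930 counts (median 33766513) at d -14, 28088019 to 37497763 (median 36228009) at d 1 and 28398386 to 37763851 (median 33668044) at d 8. Libraries of all 8 J calves held 29523316 to 34100485 counts (median 32188734) at d -14, 26219017 to 39095624 (median 32403080) at d 1 and 30410945 to 35725456 (median 33773016) at d 8.

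Genes with a counts-per-million value (CPM) above 1 in at least 8 libraries were kept, and library sizes were normalized by the trimmed mean of M-values (TMM). A negative binomial model with a mean for each breed and day was fitted with the quasi-likelihood (QL) method of edgeR, so that every comparison shared the same estimate of the spread between calves. That estimate took the libraries of a calf as independent. The SE and p between breeds thus rest on fewer independent values than the test assumes. The paper's own test, edgeR's exact test, was run beside it. A DEG was a gene with a false discovery rate (FDR) under 10% by Benjamini-Hochberg adjustment and a fold change of at least 1.5, the paper's thresholds. In the values that follow, CPM are TMM-normalized, errors are SD over calves, and n is the number of calves. Log2 fold changes give J relative to H-F, with the standard error (SE) and the adjusted p of the edgeR QL test. Gene symbols are those of the paper's tables, and positions in the genome were not used here. Calves carry the numbers of their sample labels.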

The samples from one J calf contained outliers, and consequently, this calf was removed from all analyses. Using Edge-R, a multi-dimensional scaling (MDS) plot was produced which measured the similarity of the samples and projected this measure into 2-dimensions. It illustrated a separation between the two breeds but no separation occurring between time-points (Fig 3).

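The deposited data hold all 16 calves and do not mark the removed calf. Its identity was sought in S1 to S3 Tables, which give the mean log2 CPM of each DEG over the libraries of the paper's own fit. The copies used here held 549 of the 550 genes of S1 Table, 489 of the 490 of S2 Table and 410 of the 411 of S3 Table. The mean log2 CPM was recomputed with each J calf left out in turn and compared with the paper's over the 800 genes these tables list. The root mean square difference was 0.00317 without J calf 85, 0.0512 without J calf 9, which came next, and 0.0635 with no calf left out. When the spike-in sequences were kept among the genes, the difference without J calf 85 was 2.8e-06. This closer match argues that the paper's own fit kept them. J calf 85 was therefore left out, which gave 45 libraries of 15 calves (8 H-F and 7 J) with 28088019 to 39095624 counts each (median 33666332) and 12677 genes that passed the filter. The libraries of J calf 85 held 32561770, 26219017 and 32094029 counts at d -14, d 1 and d 8. All values below are for the 15 calves unless they are given for all 16.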

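Similarity was measured as in edgeR's plot, as the root mean square log2 fold change over the 500 genes that differed most between a pair of libraries. Dimension 1 took 18.5% of the variation, and H-F libraries lay between -0.838 and -0.155 and J libraries between 0.431 and 0.829. On dimension 2, which took 8.51%, the breeds overlapped, with H-F libraries from -0.743 to 0.679 and J libraries from -0.605 to 0.534. Libraries of different calves on the same day were 2.09 apart on average when the calves were of different breeds and 1.86 apart when they were of the same breed. The difference was 0.236 (SD over calves 0.0857) and had the same sign in 15 of 15 calves. Its p was 0.000155 in an exact permutation test of the breed labels over calves (one-sided), the smallest that the 6435 splits allow. Within breed, libraries of different calves were 1.89 apart on different days and 1.86 apart on the same day. This difference of 0.0371 had a p of 1e-05, the smallest that 100000 shuffles of the days within calves can give (permutation test, one-sided). Using all genes in place of 500 moved the distances most, to differences of 0.0642 between breeds and 0.0103 between days. With all 16 calves the differences were 0.24 and 0.0391. J calf 85 was 2.06 from the other J calves on average, against 1.80 to 1.94 for each of the other 7 J calves, and on dimension 2 of the plot of all 16 calves the J libraries reached 1.48.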

**Fig 3:**
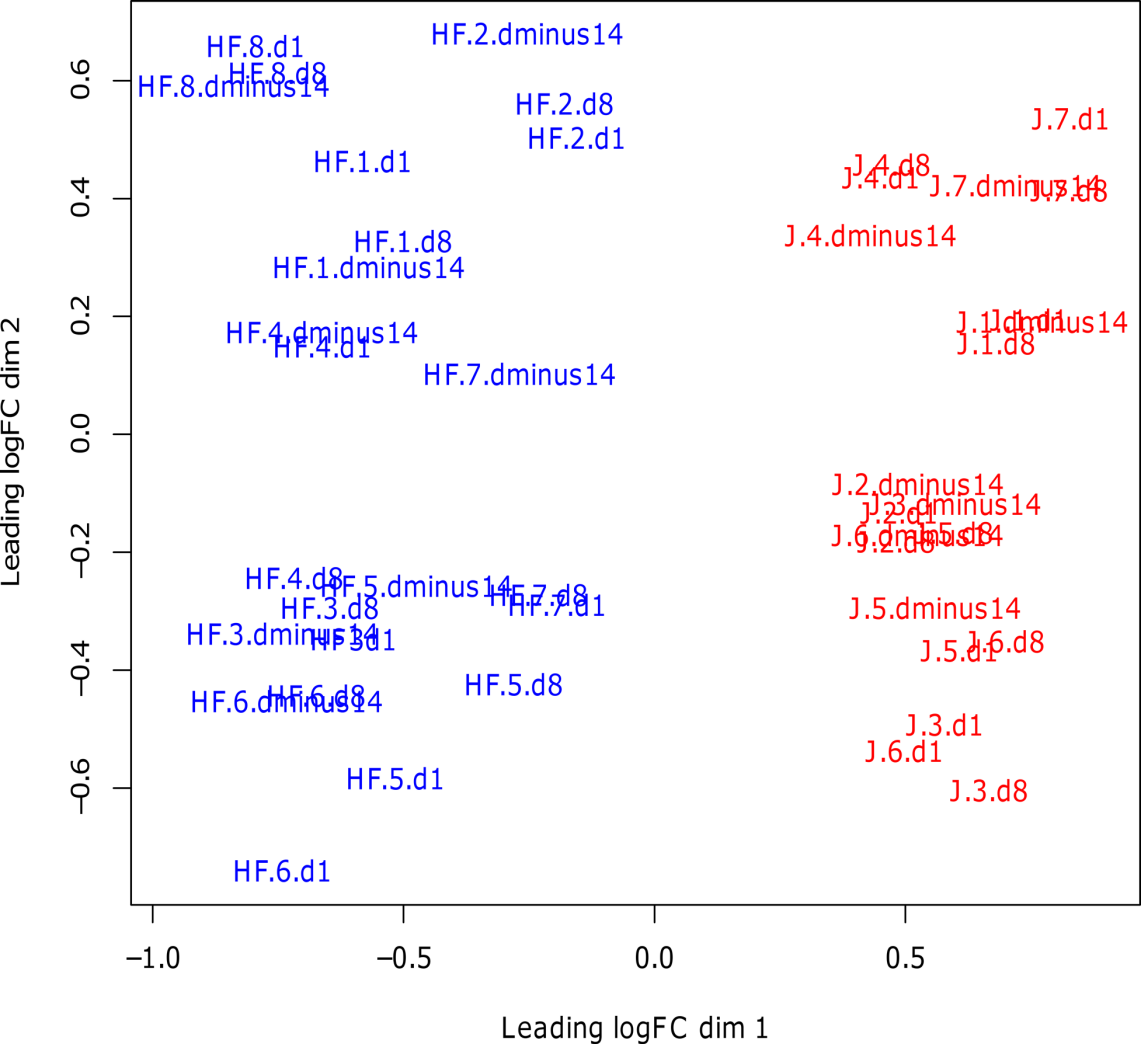
Multidimensional scaling plot which shows the measured similarity of the samples in 2-dimensions. The first letters represents the breed of each calf (HF = Holstein-Friesian, J = Jersey), the following number represents the ID number (1–8 for Holstein-Friesian and 1–7 for Jersey) and the final text and numbers represents the time-point relative to weaning (dminus14 = day -14, d1 = day 1, d8 = day 8). The samples labelled in blue are Holstein-Friesian and the samples labelled in red are Jersey.

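Days were compared within breed in the 8 H-F and the 7 J calves, with 12677 genes tested by edgeR's QL method. In H-F calves there were 9 DEG between d -14 and d 8, of which 2 were increased and 7 decreased at d 8, and 1389 genes had an unadjusted p under 0.05. There were 0 DEG between d -14 and d 1, where 528 genes had an unadjusted p under 0.05, and 0 between d 1 and d 8, where 269 did. J calves had 0 DEG in this fit between d -14 and d 1, d -14 and d 8, and d 1 and d 8, with 323, 277 and 51 genes at an unadjusted p under 0.05. In the same order of comparisons, edgeR's exact test gave 1, 20 and 0 DEG in H-F and 0, 3 and 0 in J calves, DESeq2 gave 1, 22 and 0 in H-F and 0, 0 and 0 in J, and limma-voom with calf as a random effect gave 18, 135 and 0 in H-F and 4, 21 and 0 in J. With calf as a block in the QL fit, which compares each calf with itself, there were 32, 137 and 0 DEG in H-F calves and 7, 26 and 0 in J calves. All 9 DEG of the fit without the block were among the 137. Except for d -14 and d 8 in H-F calves, fewer than 5% of genes had an unadjusted p under 0.05 without the block. Chance alone would give about 5%. That fit keeps the differences between calves in the spread, so its 0 DEG say little. In the fit without the block, all 16 calves gave 0, 5 and 0 DEG in H-F and 0, 0 and 0 in J calves. With single calves left out of that fit, the 9 DEG became 0 without H-F calf 56, 1 without H-F calf 27, 48 or 49, 2 without H-F calf 25 or 33, 5 without H-F calf 32, 16 without H-F calf 20, 15 without J calf 57 and 14 without J calf 60. Leaving out J calf 57 also gave 8 DEG in J calves between d -14 and d 8 and 1 in H-F calves between d -14 and d 1.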

Gradual weaning had no effect on gene expression as there were no DEG within breed between time-points (P > 0.05). However, gene expression differed between the two breeds at each time-point (P < 0.05). 

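Of the 12677 genes tested by edgeR's QL method, 3376 had an unadjusted p under 0.05 between the breeds at d -14, 3533 at d 1 and 3043 at d 8. The smallest adjusted p was 1e-07 at d -14, 9.55e-07 at d 1 and 2.85e-07 at d 8. The spread between calves of the same breed and day that these tests allow for corresponded to a biological coefficient of variation of 0.185.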

There were 550 DEG (P < 0.05; FDR < 0.1; fold change > 1.0) between H-F and J at d -14 (S1 Table). 

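At d -14 the QL fit gave 520 DEG between the 8 H-F and the 7 J calves, DESeq2 566 and limma-voom 596. Of the alternatives tried, dropping the fold-change threshold moved the number most, to 2174. With all 16 calves there were 589. With single calves left out, the number lay between 382 (without J calf 13) and 600 (without H-F calf 56).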

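Of the 520 DEG, 200 were transcriptionally increased and 320 decreased in J relative to H-F calves. The exact test gave 550 DEG on the same 45 libraries, 214 increased and 336 decreased.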

Two hundred and fourteen of these genes had increased transcription while 337 genes were transcriptionally decreased, in J relative to H-F calves. Additionally, there were 490 DEG (P < 0.05; FDR < 0.1; fold change > 1.5) between H-F and J at d 1 (S2 Table) with 242 of these genes transcriptionally increased and 248 transcriptionally decreased in J compared with H-F. There were 411 DEG (P < 0.05; FDR < 0.1; fold change > 1.5) between H-F and J at d 8 (S3 Table). 

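At d 1 the QL fit gave 473 DEG, 240 increased and 233 decreased in J relative to H-F calves. The exact test gave 489, of which 242 were increased and 247 decreased, and when the spike-in sequences were kept among the genes, a setting chosen after the data were seen, it gave 490. With all 16 calves the QL fit gave 761 DEG, 479 increased and 282 decreased. Leaving out J calf 9 lowered the number to 284, and leaving out J calf 6 raised it to 568.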

One hundred and fifty four of the genes had increased expression and 257 of the genes had decreased expression in J relative to H-F. The majority of the DEG (229) between breeds were common to all time-points (Fig 4).

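At d 8 there were 397 DEG in the QL fit, 152 increased and 245 decreased in J relative to H-F calves, and 411 in the exact test, 154 increased and 257 decreased. All 16 calves gave 529 in the QL fit. Single calves left out gave between 318 (without H-F calf 20) and 470 (without H-F calf 27). The QL fits called 766 genes on at least 1 day, of which 221 (28.9%) were called on all 3 days, 182 (23.8%) on exactly 2 days and 363 (47.4%) on exactly 1 day. The 3 comparisons used the same calves, so a gene that differed between calves for any reason tended to differ on every day. Among 100 splits of the calves into groups of 8 and 7, the real one included, the other splits gave at most 12 genes common to all days, with a median of 0. Of the 221 common genes, 103 were increased and 118 decreased in J calves, and 0 genes were called in opposite directions on different days. The exact test gave 229 common genes, and all 16 calves gave 272. With single calves left out the number lay between 151 (without H-F calf 32) and 250 (without J calf 6).

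EXTL1 (ENSBTAG00000006349) was the named gene with the largest mean increase among the common genes, with 3.33 ± 1.10 CPM (SD, n = 7) in J and 0.431 ± 0.458 CPM (SD, n = 8) in H-F calves at d -14. Its log2 fold change was 2.96 at d -14, 2.60 at d 1 and 2.61 at d 8 (SE 0.426, 0.419 and 0.419; edgeR adjusted p = 4.04e-05, 0.000222 and 0.000364). The gene with the largest mean increase of all, ENSBTAG00000038652, for which the paper's tables give no symbol, had a log2 fold change of 3.73, 3.59 and 3.65 on the 3 days, and without J calf 6 of 1.23, 0.90 and 0.90, still a DEG on each day. With limma-voom the values were 1.15, 0.85 and 0.86, and at d 1 and d 8 it was not called. ENSBTAG00000035224, also without a symbol, came second in mean increase. It had 0.566 ± 0.658 CPM (SD, n = 7) in J and 0.0547 ± 0.0793 CPM (SD, n = 8) in H-F calves at d -14. The log2 fold changes were 3.32, 3.36 and 2.25 (edgeR adjusted p = 0.042, 0.0278 and 0.0973). Its call at d 8 was lost in 14 of 20 alternatives, the exact test, DESeq2 and limma-voom among them. The gene with the largest mean decrease next to PRSS2 was ENSBTAG00000031825, also without a symbol, with 0.0804 ± 0.138 CPM (SD, n = 7) in J and 2.94 ± 1.90 CPM (SD, n = 8) in H-F calves at d -14 and log2 fold changes of -5.14, -5.25 and -4.30 (edgeR adjusted p = 0.000572, 0.000355 and 0.00136). LTBP4 (ENSBTAG00000004757) had 0.404 ± 0.147 CPM (SD, n = 7) in J and 7.03 ± 9.2 CPM (SD, n = 8) in H-F calves at d -14. H-F calves 20, 48 and 49 had 14.6 to 22.4 CPM over the 3 days and the other H-F calves 0.195 to 0.85 CPM, within the range of the J calves (0.0772 to 1.17 CPM). The log2 fold changes of -4.11, -3.83 and -4.02 (SE 1.18, 1.15 and 1.16; edgeR adjusted p = 0.0213, 0.03 and 0.0294) thus rest on those 3 calves. Limma-voom gave -2.13, -1.96 and -2.10 and did not call the gene (adjusted p = 0.191, 0.229 and 0.199).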

**Fig 4:**
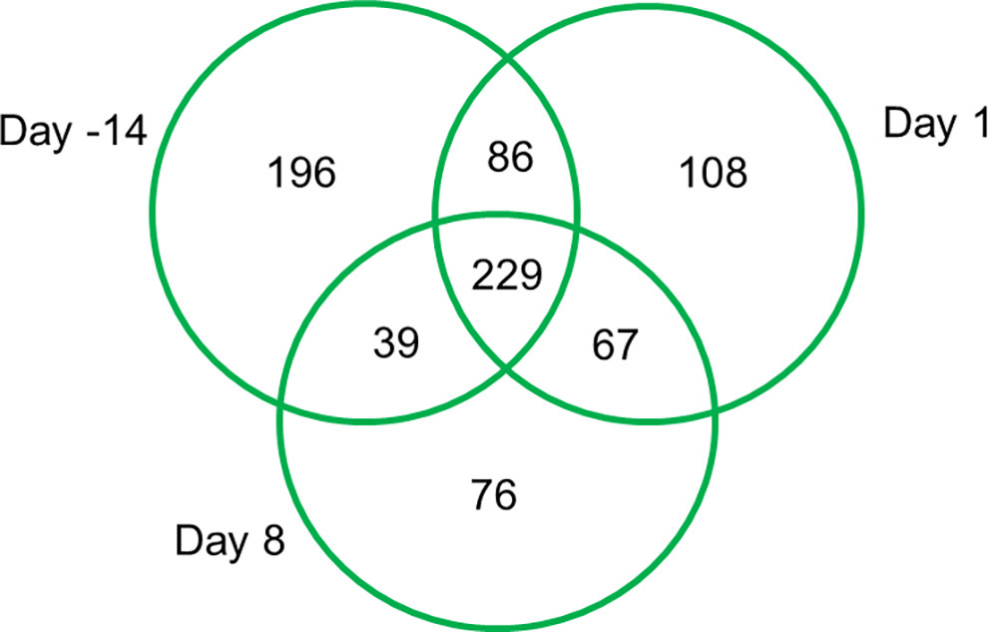
Venn diagram of the DEG between Holstein-Friesian and Jersey calves at each time-point. Each circle represents a time-point relative to weaning (i.e. day -14, day 1 and day 8).

### Pathway analysis of differentially expressed genes between breeds

Results of KEGG pathway analysis using GoSeq, after the implementation of an FDR of 10% using qvalue, indicated that nine KEGG pathways were over-represented among the DEG between H-F and J calves on d -14, five on d 1 and five on d 8 (P < 0.01; Q ≤ 0.1) (Table 1). Two KEGG pathways, the cytokine-cytokine receptor interaction pathway (KEGG I.D. = bta04060) and the neuroactive ligand-receptor interaction pathway (KEGG I.D. = bta04080) were over-represented among the DEG between H-F and J calves at each time-point (d) (P<0.01; Q ≤ 0.1) (Table 2). The majority of DEG within these pathways were transcriptionally decreased in J relative to H-F calves (Table 2). 

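Table 2 lists 20, 15 and 15 genes of the cytokine-cytokine receptor interaction pathway at d -14, d 1 and d 8, and all had the direction of the table here. The paper chose the genes of Table 2 among DEG of the same libraries, so their direction and calls were largely fixed in advance. At d -14 the QL fit called 20 of the 20, 4 increased and 16 decreased in J relative to H-F calves. At d 1 it called 15 of the 15, 3 increased and 12 decreased. At d 8 it called 13 of the 15, 3 increased and 10 decreased, and the exact test called all 15. Those not called were IL1B and CXCR2 (ENSBTAG00000038042; log2 fold change -0.65, SE 0.26, edgeR adjusted p = 0.114). In the neuroactive ligand-receptor interaction pathway, both tests called 11 of 11 genes at d -14 (2 increased, 9 decreased), 10 of 10 at d 1 (2 increased, 8 decreased) and 10 of 10 at d 8 (2 increased, 8 decreased). Many calls of the QL fit lay near the thresholds. On the 3 days 11, 10 and 9 genes of the first pathway and 5, 5 and 6 of the second were called under all alternatives that gave a value. Calls were lost in at least 10 of the 23 alternatives (22 for GH1) for FLT3 (13) and PDGFRA (11) at d 8 and a second gene listed as CCL3 at d 1 (10), and, in the second pathway, for P2RY14 (13), F2RL2 (12) and GH1 (10) at d -14, P2RY14 (12) and HRH4 (11) at d 1, and HTR6 (13) and S1PR3 (10) at d 8. The second gene that Table 2 lists as CCL3 (ENSBTAG00000003289) had log2 fold changes of -0.58, -0.86 and -1.27 on the 3 days (edgeR adjusted p = 0.247, 0.0703 and 0.0169). Its call at d 1 was lost without H-F calf 20 or 33 or J calf 6, 9, 57, 60 or 77 (log2 fold change -0.89 to -0.63), with limma-voom, with only the groups compared and with all 16 calves (-0.26, adjusted p = 0.616). Only uniquely mapped reads were counted, so reads that could not be told apart between such related genes are missing from their values.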

Within the cytokine-cytokine receptor interaction pathway, there was a consistent decrease in the transcription of eight genes and increased transcription of two genes in J relative to H-F calves, at all time-points relative to weaning (Table 2). 

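Of the 10 genes of this pathway that Table 2 lists at all time-points, 8 were decreased and 2 increased in J relative to H-F calves, and the QL fit called all 10 on all 3 days. The largest adjusted p for any of them on any day was 0.0812, for PDGFRA at d 8. Calls of TNFSF12, PF4, PDGFRA and IL18RAP depended on single calves on at least 1 day.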

Five genes consistently showed decreased transcription and one gene was transcriptionally enhanced, in J relative to H-F calves, within the neuroactive ligand-receptor interaction pathway, at all time-points relative to weaning Table 2).

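The 6 genes of this pathway that Table 2 lists at all time-points were DEG on all 3 days in the QL fit, 5 decreased and 1 increased in J relative to H-F calves. The increased gene, HTR6 (ENSBTAG00000007996), had log2 fold changes of 0.77, 0.64 and 0.63 (SE 0.235 on each day; edgeR adjusted p = 0.029, 0.0685 and 0.0907). Its call at d 1 was lost without H-F calf 32, 48 or 49 or J calf 9, 13 or 57 (adjusted p 0.0281 to 0.172 over 23 alternatives, log2 fold change 0.57 to 0.72). At d 8 it was lost in 13 of the 23, namely when any single one of 10 calves was left out (all but H-F calves 25 and 56 and J calves 6, 57 and 77), with all 16 calves, without the filter on low counts and with only the groups compared (adjusted p 0.0276 to 0.236, log2 fold change 0.47 to 0.78). CALCRL (ENSBTAG00000008483) had log2 fold changes of -0.92, -1.0 and -0.70 (edgeR adjusted p = 0.000443, 0.000218 and 0.00693). P2RY14 (ENSBTAG00000020990) had log2 fold changes of -0.75, -0.73 and -0.95 (edgeR adjusted p = 0.0888, 0.0947 and 0.045), and its call was lost at d -14 when any single one of 12 calves was left out (all but H-F calves 20 and 27 and J calf 7) or without the filter on low counts (adjusted p 0.0495 to 0.179, log2 fold change -0.85 to -0.59). At d 1 it was lost when any single one of 10 calves was left out (all but H-F calves 20, 25 and 27 and J calves 7 and 60), without the filter and with only the groups compared (adjusted p 0.0405 to 0.207, log2 fold change -0.90 to -0.46).

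PRSS2 (ENSBTAG00000021565) showed the largest decrease of the 6 genes on each day, with 1.09 ± 0.353 CPM (SD, n = 7) in J and 37.4 ± 31.4 CPM (SD, n = 8) in H-F calves at d -14. Its log2 fold changes were -5.10, -5.27 and -5.12 (SE 0.836, 0.845 and 0.833; edgeR adjusted p = 0.000313, 0.000222 and 0.000364). The SD in H-F calves was almost as large as their mean, and each H-F calf kept its own level over the 3 days. PRSS2 belongs to the trypsinogen family of closely related genes, and reads shared between members were not counted.

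**Figure D1:**
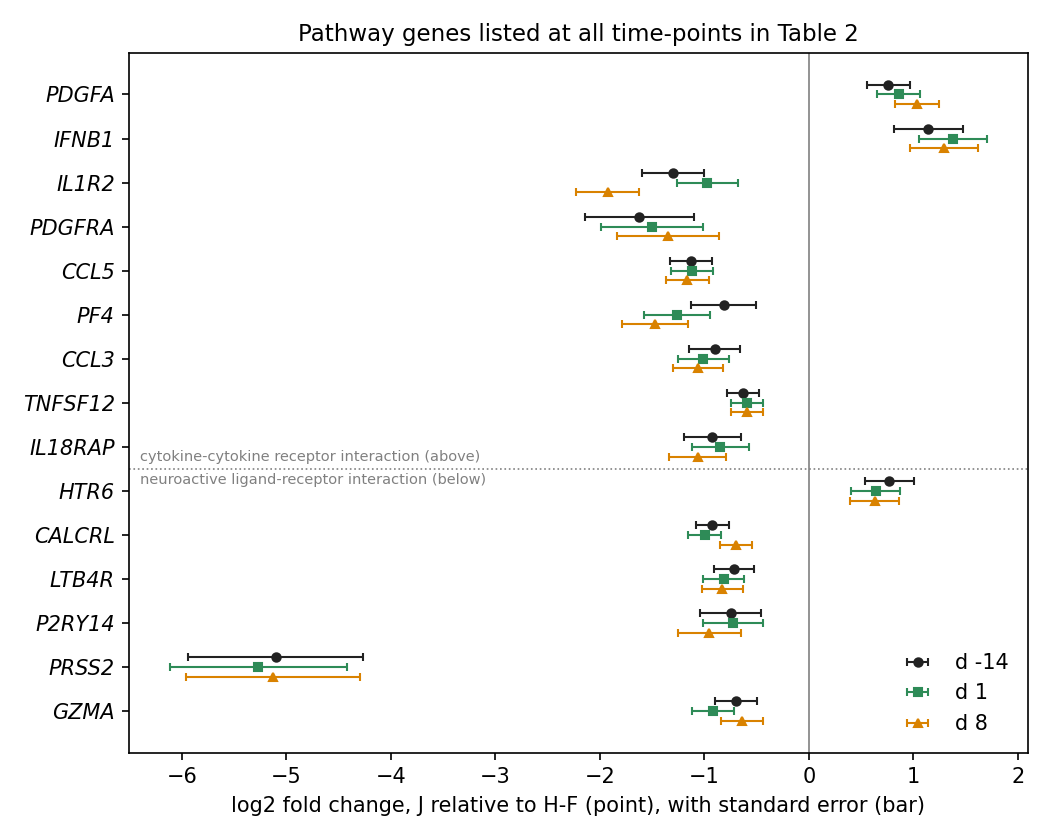
Log2 fold change in J relative to H-F calves (edgeR QL, bars SE) of 15 of the 16 Table 2 genes listed at all time-points, by day. Values below 0 are lower in J calves, and PRSS2 lies near -5 on each day.

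**Figure D2:**
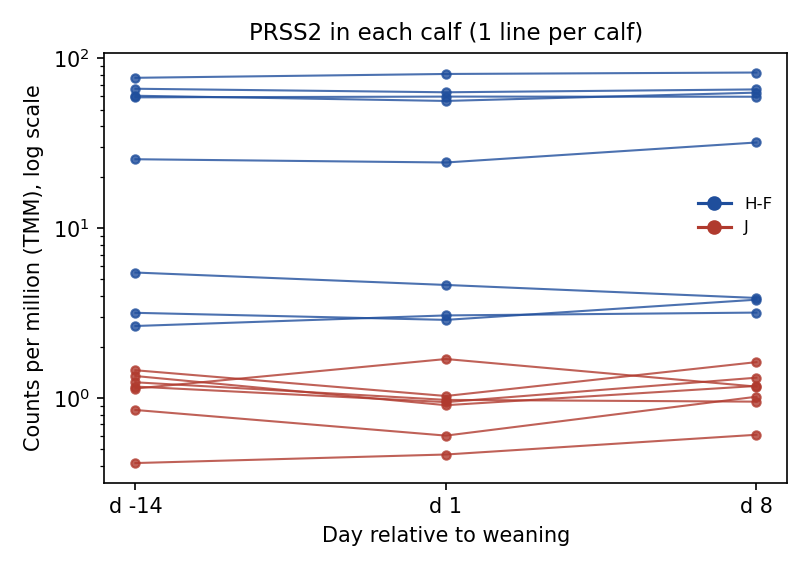
PRSS2 in CPM on a log axis for each of the 8 H-F and 7 J calves at d -14, d 1 and d 8, with a line for each calf. Every H-F calf lies above every J calf on each day.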

**Table 1:** Over-represented KEGG pathways which were returned by GOseq analysis of genes differentially expressed between Holstein-Friesian and Jersey calves at each time-point relative to weaning (P < 0.05; Q < 0.1).

Rank	Day -14	Day 1	Day 8
**1**	Cytokine-cytokine receptor interaction	Lysine biosynthesis	Cytokine-cytokine receptor interaction
**2**	Phagosome	Arachidonic acid metabolism	Neuroactive ligand-receptor interaction
**3**	Staphylococcus aureus infection	Staphylococcus aureus infection	Phagosome
**4**	Cell adhesion molecules (CAMs)	Cytokine-cytokine receptor interaction	ECM-receptor interaction
**5**	Basal cell carcinoma	Neuroactive ligand-receptor interaction	Focal adhesion
**6**	Melanogenesis		
**7**	Protein digestion and absorption		
**8**	ECM-receptor interaction		
**9**	Neuroactive ligand-receptor interaction		

Rank = significance relative position (1 is the most significant, 9 is the least significant)

Day = day relative to weaning

**Table 2:** Over-represented KEGG pathways returned by GOseq analysis of genes differentially expressed between Holstein-Friesian and Jersey at all three different time points relative to weaning.

KEGG Pathway	Time-points	Transcription increased	Transcription decreased
**Cytokine-cytokine receptor interaction (bta04060)**	d -14	*TNFRSF13C*, *CXCR5*, *TNFRSF13C*, *PDGFA*, *IFNB1*	*CXCL10*, *MPL*, *IL1R2*, *PDGFRA*, *CCL5*, *CXCL4*, *IL23R*, *IL13RA1*, *CCL3* (ensemble ID = ENSBTAG00000025250), *TNFSF12*, *CXCL16*, *IL18RAP*, *TNFSF13B*, *TNFSF9*, *IL15RA*, uncharacterised protein (ensemble ID = ENSBTAG00000011563)
	d 1	*TNFRSF13C*, *PDGFA*, *IFNB1*	*CXCL10*, *KIT*, *MPL*, *IL1R2*, *PDGFRA*, *CCL5*, *CXCL4*, *TNFSF12*, *PPBP*, *IL18RAP*, two genes annotated *CCL3* (ensemble IDs = ENSBTAG00000025250 and ENSBTAG00000003289)
	d 8	*MET*, *PDGFA*, *IFNB1*	*IL1B*, *MPL*, *IL1R2*, *PDGFRA*, *CCL5*, *CXCL4*, *FLT3*, *TNFSF12*, *IL18RAP*, *CXCR2*, two genes annotated *CCL3* (ensemble IDs = ENSBTAG00000025250 and ENSBTAG00000003289)
**Neuroactive ligand-receptor interaction (bta04080)**	d -14	*HTR6*, *GH1*	*F2RL2*, *CALCRL*, *LTB4R*, *C3AR1*, *P2RY14*, *PRSS2*, *GZMA*, *ADORA3*, *P2RX1*
	d 1	*GIPR*, *HTR6*	*CALCRL*, *LTB4R*, *C3AR1*, *HRH4*, *C5AR1*, *P2RY14*, *PRSS2*, *GZMA*
	d 8	*S1PR3*, *HTR6*	*ADRB1*, *S1PR5*, *CALCRL*, *LTB4R*, *C5AR1*, *P2RY14*, *PRSS2*, *GZMA*

Time-points = days relative to weaning; Transcription increased = increased transcription in Jersey relative to Holstein-Friesian calves; Transcription decreased = decreased transcription in Jersey relative to Holstein-Friesian calves

### Gene ontology analysis of differentially expressed genes between breeds

Six molecular functions, five biological processes and six cellular components were over-represented among the DEG between breeds in the GoSeq analysis on d -14 (P < 0.05; FDR < 0.1) (S4 Table). Twenty molecular functions, 11 biological processes and seven cellular components were over-represented among the DEG between breeds in the GoSeq analysis on d 1, while on d 8, 13 molecular functions, 41 biological processes and eight cellular components were over-represented among the DEG between breeds (P < 0.05; FDR < 0.1) (S4 Table). Three molecular functions, one biological process and four cellular components were over-represented among the DEG between breeds, common to every time-point (Table 3).

**Table 3:** Over-represented ontological terms returned by GOseq analysis of genes differentially expressed between Holstein-Friesian and Jersey calves at all three different time points relative to weaning.

Molecular Function		Biological Process		Cellular Component	
GO ID	Term	GO ID	Term	GO ID	Term
**GO:0008009**	chemokine activity	GO:0033002	muscle cell proliferation	GO:0005576	extracellular region
**GO:0042379**	chemokine receptor binding			GO:0005615	extracellular space
**GO:0005125**	cytokine activity			GO:0044421	extracellular region part
				GO:0032994	protein-lipid complex
				GO:0034358	plasma lipoprotein particle

GO = gene ontology

### Functional annotation clustering of differentially expressed genes between breeds

Functional annotation clusters were identified as enriched among the DEG between breeds (group enrichment score > 1.3) on day -14 (S5 Table), day 1 (S6 Table) and day 8 (S7 Table), relative to weaning. Overall, the clustered functions which were enriched among the DEG between breeds at all time-points relative to weaning were related to cell signalling and immune responses. Clustered functions included cytokine and chemokine activity, C-type lectin activity, immunoglobulin like and MH1 class receptor activity, g-protein coupled signalling and cell membrane and extracellular signalling.

### Gene functional classification grouping of differentially expressed genes between breeds

Gene functional classification groups were identified as enriched among the DEG between breeds (group enrichment score > 1.3) on d -14 (S8 Table), d 1 (S9 Table) and d 8 (S10 Table), relative to weaning.

The gene groups which were consistently enriched among the DEG between breeds at all time-points relative to weaning, included: g-protein coupled receptors; chemokines; lectin receptors; complement receptors and interleukin receptor accessary proteins.

### Biological function analysis of differentially expressed genes between breeds

Twenty-five (Fig 5), twenty-four (Fig 6) and twenty (Fig 7) molecular and cellular functional categories were found to be over-represented among the DEG between the breeds, using the IPA molecular and cellular function category analysis (P < 0.05; FDR < 0.1), on d -14, d 1 and d 8, respectively. Within these categories, IPA predicted the activation state (increased or decreased) of several functions in J relative to H-F calves on d -14 (S11 Table), d 1 (S12 Table) and d 8 (S13 Table), relative to weaning. Functions including leukocyte migration and chemotaxis, cell engulfment, and cell binding were consistently predicted to be decreased in J relative to H-F calves across all time-points relative to weaning (Table 4).

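Table 4 lists 7 increased and 26 decreased genes as behind these predictions, and 25 of the decreased genes were found by symbol among the identifiers (FCN1 was not). All genes found had the direction of the table on each day. The paper chose them among DEG of the same libraries, so their direction, calls and medians were largely fixed in advance. The 7 increased genes were DEG in the QL fit on all 3 days, with a median log2 fold change of 0.87 at d -14, 0.93 at d 1 and 0.98 at d 8. Of the decreased genes, 24, 24 and 22 of 25 were DEG at d -14, d 1 and d 8, with medians of -0.82, -1.0 and -1.06. The exact test called 25, 24 and 24. The QL fit did not call NLRP12 at d -14 and d 8, NRP1 at d 1 and d 8, or LPL at d 8. Predictions of Ingenuity Pathway Analysis rest on its own collection of gene functions and were not recomputed here. The paper states which functions that tool predicted to be lower in J calves, and in its Discussion it proposes that chemotaxis, phagocytosis and natural killer and Th 1 cell-mediated responses are reduced in J calves.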

**Fig 5:**
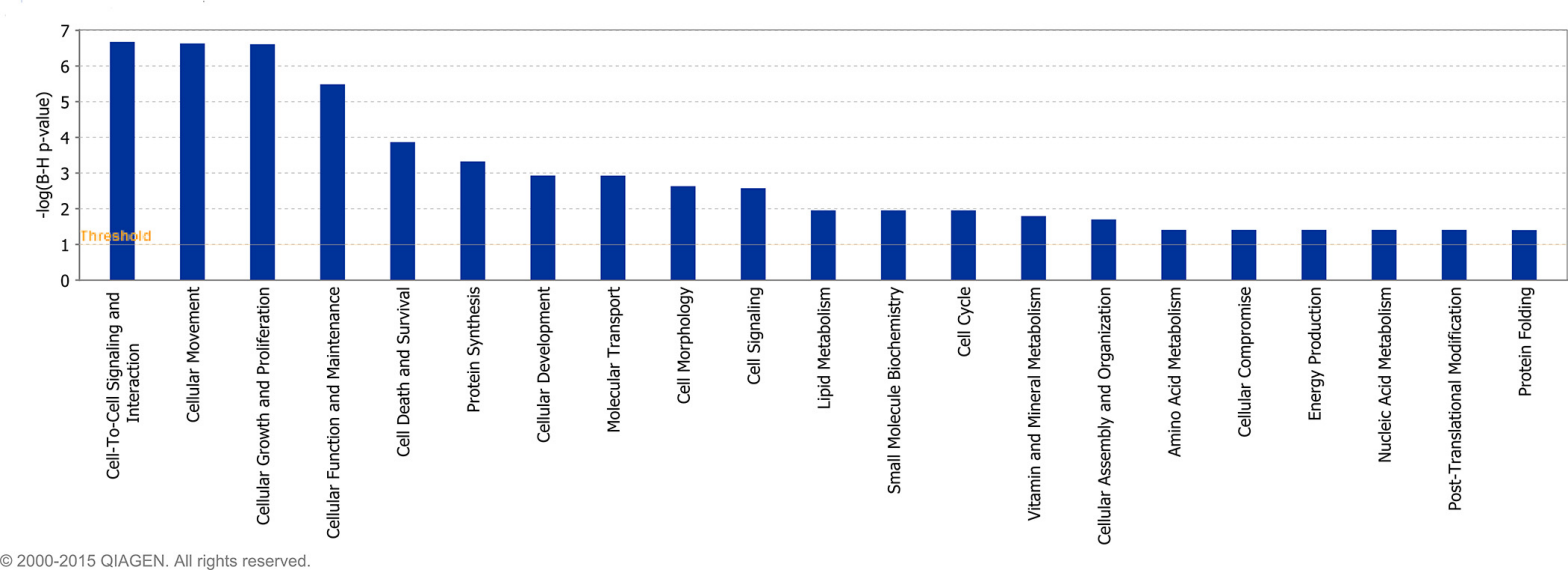
Over-represented molecular and cellular functions returned by Ingenuity Pathway Analysis of genes differentially expressed between Holstein-Friesian and Jersey calves on day -14 relative to weaning (P < 0.05; FDR < 0.1).

**Fig 6:**
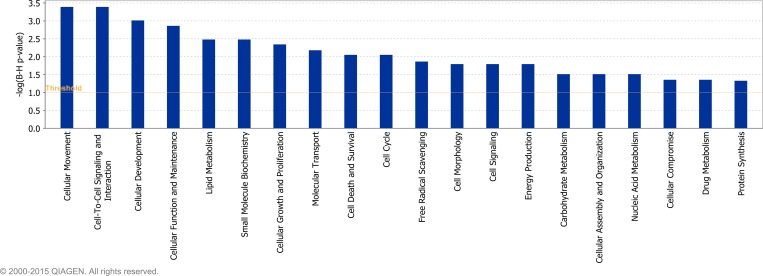
Over-represented molecular and cellular functions returned by Ingenuity Pathway Analysis of genes differentially expressed between Holstein-Friesian and Jersey calves on day 1 relative to weaning (P < 0.05; FDR < 0.1).

**Fig 7:**
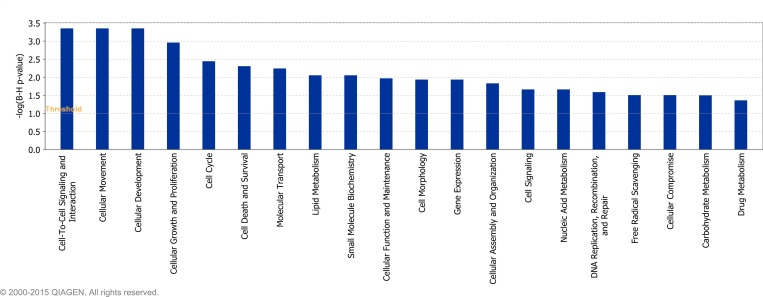
Over-represented molecular and cellular functions returned by Ingenuity Pathway Analysis of genes differentially expressed between Holstein-Friesian and Jersey calves on day 8 relative to weaning (P < 0.05; FDR < 0.1).

**Table 4:** Predicted activation states of biological functions in Jersey relative to Holstein-Friesian at all three different time points relative to weaning, returned by Ingenuity Pathway Analysis.

Functions annotation	Predicted activation state	Genes with increased transcription in Jersey calves	Genes with decreased transcription in Jersey calves
**Cell-to-cell signalling and interaction category:**			
**Binding of cells**	Decreased	*BTLA*, *CLGN*, *ERBB2*,	CALCRL, CCL3*, CCL5, CDH5, CLEC10A, IL18RAP, IL1R2, LPL, MSR1, PF4, PRSS2, PTX3, TGM2
**Adhesion of blood cells**	Decreased		CCL3*, CCL5, CLEC10A, CLU, LTB4R, MSR1, PF4, PTX3, TGM2, TNFSF12
**Cellular movement category:**			
**Chemotaxis of cells**	Decreased	*BMP4*, *ERBB2*, *PROX1*	AIF1, CCL3*, CCL5, CDKN1A, CLU, LTB4R, NLRP12, NRP1, PDGFRA, PF4
**Cell movement of blood cells**	Decreased	*BACH2*, *BMP4*, *BTLA*, *ERBB2*, *JAM2*, *PROX1*	AIF1, CCL3*, CCL5, CDKN1A, CLU, EGR2, IDO1, LTB4R, MSR1, NLRP12, PDGFRA, PF4, PLXND1, PTX3, SIGLEC8, TGM2, TNFSF12
**Cell movement of leukocytes**	Decreased	*BACH2*, *ERBB2*, *JAM2*	AIF1, CCL3*, CCL5, CDKN1A, EGR2, IDO1, LTB4R, MSR1, NLRP12, PF4, PLXND1, PTX3, SIGLEC8, TGM2, TNFSF12
**Cell movement of antigen presenting cells**	Decreased	*ERBB2*	CCL3*, CCL5, CDKN1A, NLRP12, PF4, PLXND1, PTX3, TNFSF12
**Cell movement of myeloid cells**	Decreased	*ERBB2*	AIF1, CCL3*, CCL5, CDKN1A, LTB4R, MSR1, NLRP12, PF4, PLXND1, PTX3, SIGLEC8, TGM2, TNFSF12
**Cell movement of phagocytes**	Decreased	*ERBB2*	AIF1, CCL3*, CCL5, CDKN1A, LTB4R, NLRP12, PF4, PLXND1, PTX3, TNFSF12
**Chemotaxis of phagocytes**	Decreased	*ERBB2*	AIF1, CCL3*, CCL5, CDKN1A, LTB4R, NLRP12, PF4,
**Chemotaxis of myeloid cells**	Decreased	*ERBB2*	AIF1, CCL3*, CCL5, CDKN1A, LTB4R, NLRP12, PF4
**Chemotaxis of neutrophils**	Decreased		CCL3*, CCL5, LTB4R, NLRP12, PF4
**Cell movement of neutrophils**	Decreased	*ERBB2*	CCL3*, CCL5, LTB4R, NLRP12, PF4, PTX3
**Leukocyte migration**	Decreased	*BACH2*, *BTLA*, *ERBB2*, *JAM2*, *PROX1*	AIF1, CCL3*, CCL5, CDKN1A, CLU, EGR2, IDO1, LTB4R, MSR1, NLRP12, PDGFRA, PF4, PLXND1, PTX3, SIGLEC8, TGM2, TNFSF12
**Cellular function and maintenance category:**			
**Engulfment of cells**	Decreased	*ERBB2*,	CCL3*, CCL5, FCN1, MSR1, PF4, PTX3, TGM2

*CCL3 = ensemble ID: ENSBTAG00000025250

## Discussion

This is the first study to examine the whole blood mRNA transcriptomic response to weaning in two breeds of dairy calf. 

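In the fit without calf as a block, the gene with the smallest p between days was ENSBTAG00000017733, for which the paper's tables give no symbol. In H-F calves it had 16.4 ± 3.74 CPM (SD, n = 8) at d -14, 8.93 ± 1.06 CPM (SD, n = 8) at d 1 and 7.48 ± 2.04 CPM (SD, n = 8) at d 8, and it fell in 8 of 8 calves between d -14 and d 8. Its log2 fold change from d -14 to d 8 was -1.13 (SE 0.192, edgeR adjusted p = 0.00744), and -1.13 with calf as a block (adjusted p = 2.21e-06). In J calves it had 11.1 ± 3.22 CPM (SD, n = 7) at d -14 and fell in 7 of 7 calves by d 8, with a log2 fold change of -0.81 with calf as a block (edgeR adjusted p = 0.00159). MMP28 (ENSBTAG00000006086) rose in 8 of 8 H-F calves, from 6.53 ± 1.57 CPM (SD, n = 8) at d -14 to 10.7 ± 1.87 CPM (SD, n = 8) at d 8 (log2 fold change 0.71, edgeR adjusted p = 0.0755, and 1.13e-05 with calf as a block). In J calves its log2 fold change over the same days was 0.11 with calf as a block (edgeR adjusted p = 0.868). CD1A (ENSBTAG00000038263) fell and THBS1 (ENSBTAG00000002006) rose in 8 of 8 H-F calves from d -14 to d 1. With calf as a block their log2 fold changes were -0.72 and 0.79 (edgeR adjusted p = 0.00828 and 0.00991), while without the block neither was called (adjusted p = 0.999 for each). With the block, the 3 genes with the smallest p between d -14 and d 8 in J calves, for which the paper's tables give no symbol, fell in 7 of 7 J and 8 of 8 H-F calves. Their block log2 fold changes were -2.75, -2.83 and -1.17 in J (edgeR adjusted p = 8.86e-07, 7.7e-06 and 7.42e-05) and -1.39, -2.23 and -0.99 in H-F calves (adjusted p = 0.000911, 3.22e-05 and 8.39e-05). Without the block only the last of them was called, in H-F calves (adjusted p = 0.0802).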

Gradual weaning did not induce a systemic immune response in either H-F or J calves as no differentially expressed genes were detected within breed between time-points by RNA-seq analysis. These results are consistent with the observation that the typical neutrophilia and lymphopenia haematological responses associated with stress, were absent in these calves, following gradual weaning [8]. Therefore, the gradual weaning practiced in this study is a welfare friendly method of weaning dairy calves. However, different types of gradual weaning management practices may not be as welfare friendly. For example, Kim, *et al*. [7] initiated gradual weaning early, when calves were 29 to 30 days of age, and completely weaned calves from milk at the age of 42 days. At this relatively young age, the calves may not have been consuming sufficient amounts of concentrate for appropriate rumen maturation before removal of milk from the diet, and consequently, haematological profiles associated with a pro-inflammatory stress response, increases in concentrations in serum of both acute phase proteins and cortisol, and alterations in concentrations of serum inflammatory cytokines, were observed [7].

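The difference between the breeds in the change over days was tested as an interaction of breed and day over the 12677 genes. edgeR's QL method gave 0 genes past an FDR of 10%, with 135 at an unadjusted p under 0.05, DESeq2 gave 0 with 160, and limma-voom with calf as a random effect gave 0 with 891. With calf as a block, the QL method gave 0 genes with 866 at an unadjusted p under 0.05 and a smallest adjusted p of 0.175, and 2 genes with all 16 calves. Leaving out single calves from the fit with the block gave 4 genes without H-F calf 20 and 1 without H-F calf 33 or J calf 7. From the absence of DEG within breed in its own tests, the paper concludes that gradual weaning did not induce a systemic immune response, and it sets beside this the absence of the neutrophilia and lymphopenia that go with stress in the same calves. Its Introduction also cites the authors' earlier report of changes in blood cell profiles and in Fas expression with gradual weaning.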

Although, in the current study, there were no DEG within breed in response to gradual weaning, there were many genes differentially expressed between the two breeds at each time-point relative to weaning. This is in agreement with Huang and colleagues who discovered differential gene expression in pooled whole blood between Holstein and J cows [12] and with Verschoor and colleagues who identified differential gene expression in peripheral blood mononuclear cells from MAP infected Holstein and J cows [14]. 

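Of the 520 DEG at d -14, 512 (98.5%) had the same sign of log2 fold change at d 1 and d 8. The same held for 470 of the 473 DEG at d 1 (99.4%) and 391 of the 397 at d 8 (98.5%). The same calves were sampled on each day, so a high share is common for other groupings of them too. When the calves were split at random, as many genes with the smallest p as there were DEG at d -14, d 1 and d 8 had the same sign on all 3 days for a median of 82.3%, 85.6% and 82.1% (39% to 98.8%, 56.7% to 100% and 47.6% to 98.5% over 99 splits), against 100%, 99.4% and 99.7% for the real breeds. Of 100 splits, the real one included, 1, 2 and 1 gave a share as high. Of the 221 genes called on all days, 94 were still called on all days with any single calf of the 15 left out.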

Interestingly, many of the DEG in the present study were associated with cell signalling and the immune response and were consistently differently expressed between the H-F and J calves during the peri-weaning period. Cytokine and chemokine signalling and activity, including g-protein coupled receptor interaction and the induction of leucocyte chemotaxis and phagocytosis, were identified as key pathways and functions transcriptionally altered between the two breeds. Interestingly, these pathways and functions were consistently enriched with all the bioinformatics tools employed, GoSeq (which accounted for gene length), DAVID which did not account for gene length but placed similar functions and genes into groups and IPA which predicted functional differences based on global gene expression alterations. This suggests that breed influences immune responses as cytokines and chemokines have functional roles in homeostasis, inflammation, and disease modulation [30].

Chemokines are an integral part of the immune response to pathogens, as following binding to g-protein coupled receptors [31, 32], and glycosaminoglycans (GAG)s such as heparin sulphate, they provide the fixed directional cues to leukocytes to direct their migration into target tissues [33]. 

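CCL5 (ENSBTAG00000007191) had 20.8 ± 4.98 CPM (SD, n = 7) in J and 45.5 ± 14.3 CPM (SD, n = 8) in H-F calves at d -14, 20.2 ± 3.77 and 43.8 ± 14.1 CPM at d 1, and 21.1 ± 3.38 and 47.3 ± 15.2 CPM at d 8. Its log2 fold change was -1.13 at d -14, -1.12 at d 1 and -1.16 at d 8 (SE 0.203 on each day; edgeR adjusted p = 0.00082, 0.000855 and 0.00056). It was called under all 23 alternatives for a single gene, and the value that moved most was that at d -14 with all 16 calves, -0.98. CCL3 (ENSBTAG00000025250) was expressed lower, with 2.11 ± 0.736 CPM (SD, n = 7) in J and 3.95 ± 1.33 CPM (SD, n = 8) in H-F calves at d -14, 2.28 ± 0.491 and 4.57 ± 1.49 CPM at d 1, and 2.51 ± 0.655 and 5.24 ± 2.07 CPM at d 8. The log2 fold change of CCL3 was -0.90, -1.01 and -1.06 (SE 0.243, 0.242 and 0.241; edgeR adjusted p = 0.0155, 0.00871 and 0.0072), and it too was called under all alternatives.

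**Figure D3:**
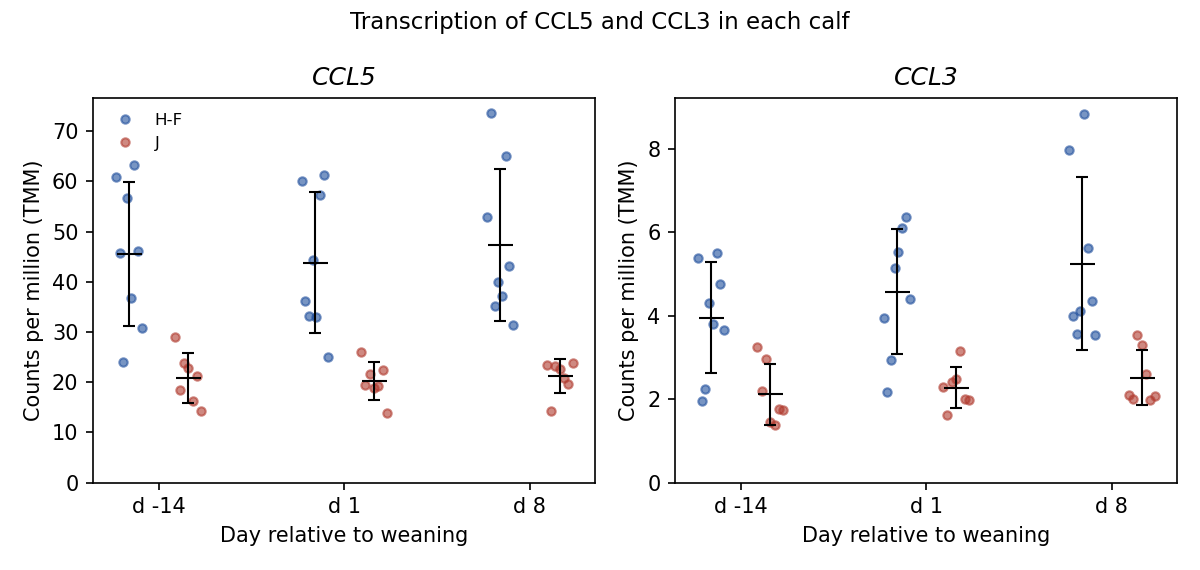
CCL5 and CCL3 in CPM for each calf (points) by breed and day, with the mean and SD of the 8 H-F and 7 J calves. J calves lie lower in both genes on each day, and at d 8 all 7 J calves lie below all 8 H-F calves.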

Jersey calves had consistently decreased transcription of the *CCL5* and *CCL3*, chemokines, compared to H-F calves, at all time-points relative to weaning. Interestingly, both CCL5 and CCL3 are primarily inflammatory monocyte chemotactic chemokines [34]. Monocytes are an important component of the innate immune response to infection as they are the precursors of dendritic cells and macrophages and their recruitment to sites of infection is necessary for control and clearance of viral, bacterial, fungal and protozoan pathogens [34]. However, CCL5 and CCL3 also contribute to other aspects of the innate immune response, including natural killer cell chemotaxis and cytotoxicity [35]. As well as participating in the innate immune response, CCL3 and CCL5 also function in cell-mediated adaptive immunity as they both attract T lymphocytes to sites of infection and they preferentially recruit T helper (Th) type 1 differentiated cells [36].

In addition to chemokines, many cytokines which are consistently transcriptionally decreased in J relative to H-F calves, at all time-points relative to weaning, are also involved in innate immune cell activation and chemotaxis. 

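PF4 (ENSBTAG00000011961) had 195 ± 82.2 CPM (SD, n = 7) in J and 343 ± 101 CPM (SD, n = 8) in H-F calves at d -14, 188 ± 85.1 and 449 ± 207 CPM at d 1, and 170 ± 69.8 and 472 ± 154 CPM at d 8. Between the breeds this was a log2 fold change of -0.82, -1.26 and -1.47 (SE 0.311, 0.314 and 0.316; edgeR adjusted p = 0.0804, 0.0114 and 0.00483). The call at d -14 was lost without H-F calf 20, 27 or 32, without J calf 9, 13, 57 or 77, and without the filter on low counts. TNFSF12 (ENSBTAG00000031725) had 8.40 ± 1.98 CPM (SD, n = 7) in J and 13.0 ± 2.71 CPM (SD, n = 8) in H-F calves at d -14. The log2 fold change of -0.63, -0.59 and -0.59 (edgeR adjusted p = 0.00828, 0.0131 and 0.015) lay close to the fold-change threshold of 0.585. Single calves therefore decided its calls: at d -14 H-F calf 33 and J calves 9 and 13, at d 1 H-F calves 27, 32 and 33 and J calves 9, 13, 57 and 77, and at d 8 H-F calves 20 and 33 and J calves 9, 13, 57 and 60. At d 1 limma-voom did not call it either.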

The cytokines CXCL4 (also known as PF4), and TNFSF12 participate in monocyte induced immune responses, including chemotaxis, phagocytosis, survival, differentiation into macrophages and pro-inflammatory cytokine secretion [37, 38]. 

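IL18RAP (ENSBTAG00000033748) had 4.44 ± 1.42 CPM (SD, n = 7) in J and 8.41 ± 3.40 CPM (SD, n = 8) in H-F calves at d -14, 6.36 ± 2.00 and 11.4 ± 5.45 CPM at d 1, and 5.57 ± 1.73 and 11.6 ± 4.40 CPM at d 8. The log2 fold change was -0.92, -0.85 and -1.06 (SE 0.276, 0.271 and 0.274; edgeR adjusted p = 0.0265, 0.0392 and 0.0151). At d 1 H-F calf 33 had 23.7 CPM, against 5.24 to 12.7 CPM in the other H-F calves, and the gene was not called without that calf (log2 fold change -0.61, adjusted p = 0.103) or without J calf 13 (adjusted p = 0.102).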

The *IL18RAP* gene codes for an accessory subunit of the heterodimeric receptor for interleukin 18 and it enhances natural killer cell cytotoxicity, promotes IFNy production and neutrophil activation [39]. The *MPL* and *PDGFRA* genes play an important role in the vascular response to injury and wound healing as MPL regulates the production of platelets [40] and PDGFRA is a chemoattractant receptor for mesenchymal cells [41, 42]. However, as the expression of the gene coding for the PDGFRA ligand, *PDGFA* showed increased transcription in J relative to H-F calves, it is impossible to speculate whether mesenchymal cell chemotaxis is increased or decreased in J relative to H-F calves.

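PDGFRA (ENSBTAG00000007173) had 0.665 ± 0.355 CPM (SD, n = 7) in J and 2.06 ± 1.20 CPM (SD, n = 8) in H-F calves at d -14, 1.26 ± 1.21 and 3.61 ± 2.70 CPM at d 1, and 1.45 ± 1.35 and 3.70 ± 2.10 CPM at d 8. For PDGFRA the log2 fold change was -1.62, -1.50 and -1.34 (SE 0.519, 0.49 and 0.486; edgeR adjusted p = 0.0375, 0.0431 and 0.0812). The call at d 1 was lost without J calf 9 or 13 and when only the groups compared were fitted. At d 8 it was lost without H-F calf 32, 33 or 48, without J calf 6, 7, 9, 13, 57 or 77, without the filter on low counts, and when only the groups compared were fitted.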

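PDGFA (ENSBTAG00000014541) had 3.32 ± 0.416 CPM (SD, n = 7) in J and 1.96 ± 0.649 CPM (SD, n = 8) in H-F calves at d -14, 3.25 ± 0.654 and 1.79 ± 0.545 CPM at d 1, and 3.17 ± 0.817 and 1.54 ± 0.513 CPM at d 8. The increase on the log2 scale was 0.76, 0.86 and 1.04 (SE 0.205, 0.206 and 0.208; edgeR adjusted p = 0.0158, 0.00863 and 0.00278), and it was called under all alternatives.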

Furthermore, genes with immunological functions which are not part of the cytokine or chemokine families but play important roles in the host immune response to infection were found to be transcriptionally decreased in J relative to H-F calves. These include genes that are part of the neuroactive ligand-receptor interaction pathway, c-type lectin and immunoglobulin-like functional groups and genes with chemotactic- and phagocytosis-promoting functions. For example, there was decreased transcription of *LTB4R*, the gene coding for the leukotriene B4 receptor which functions in the induction of chemotaxis following ligand binding, in J relative to H-F, at all time-points relative to weaning. It is an important mediator of the inflammatory immune response as it is involved in the recruitment of pro-inflammatory cells (including neutrophils [43] macrophages, eosinophils, mast cells, dendritic cells and effector T cells [44]) to sites of infection [45]. Additionally, genes involved in the cellular killing activity of natural killer and cytotoxic T cells were transcriptionally decreased in Jersey calves at all time-points. For example, granzymes A and M, which belong to a family of granule serine proteases found in the cytotoxic granules of these immune cell types [46], were transcriptionally decreased in J relative to H-F calves. These proteases play a role in antiviral activity through induction of cell death following introduction into target cells [47, 48]. Moreover, killer cell immunoglobulin-like receptor, two domains, short cytoplasmic tail *(KIR2SL1)*, which is expressed on the surface of natural killer cells, and activates natural killer cell activity following binding to certain MHC complex class 1 allotypes [49], showed decreased transcription in J relative to H-F calves.

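LTB4R (ENSBTAG00000010238) had 2.46 ± 0.581 CPM (SD, n = 7) in J and 4.05 ± 1.37 CPM (SD, n = 8) in H-F calves at d -14, 2.38 ± 0.613 and 4.17 ± 1.18 CPM at d 1, and 2.19 ± 0.53 and 3.89 ± 0.722 CPM at d 8. The log2 fold change was -0.71, -0.81 and -0.83 (SE 0.195, 0.196 and 0.196; edgeR adjusted p = 0.0169, 0.0089 and 0.00934). At d -14 it was not called without H-F calf 33 (-0.58).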

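GZMA (ENSBTAG00000021958) had 16.8 ± 4.5 CPM (SD, n = 7) in J and 27.3 ± 10.2 CPM (SD, n = 8) in H-F calves at d -14, 13.4 ± 3.01 and 25.3 ± 7.20 CPM at d 1, and 15.3 ± 3.62 and 23.8 ± 5.07 CPM at d 8. For GZMA the log2 fold change was -0.70, -0.92 and -0.64 (SE 0.201, 0.203 and 0.202; edgeR adjusted p = 0.0212, 0.0051 and 0.0466). The call was lost at d -14 without H-F calf 49 and at d 8 without H-F calf 32 or J calf 9. GZMM (ENSBTAG00000002100) had 3.36 ± 1.12 CPM (SD, n = 7) in J and 5.28 ± 1.19 CPM (SD, n = 8) in H-F calves at d -14, 3.05 ± 1.18 and 4.96 ± 1.22 CPM at d 1, and 3.24 ± 1.19 and 5.49 ± 1.67 CPM at d 8. For GZMM it was -0.65, -0.70 and -0.76 (SE 0.226, 0.227 and 0.226; edgeR adjusted p = 0.056, 0.0417 and 0.035). The call was lost at d -14 without H-F calf 32 or 33 or J calf 6 or 13, and at d 1 without J calf 9.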

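KIR2SL1 (ENSBTAG00000038288) had 0.901 ± 0.575 CPM (SD, n = 7) in J and 2.82 ± 1.03 CPM (SD, n = 8) in H-F calves at d -14, 0.971 ± 0.748 and 2.60 ± 1.06 CPM at d 1, and 0.838 ± 0.422 and 2.49 ± 0.799 CPM at d 8. J calves thus differed by a log2 fold change of -1.64, -1.41 and -1.57 (SE 0.345, 0.341 and 0.346; edgeR adjusted p = 0.00335, 0.0092 and 0.00571), and it was called under all alternatives. The gene belongs to a family of closely related receptors, and reads that mapped to more than 1 member were not counted.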

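CD209 (ENSBTAG00000007312), the symbol for DC-SIGN, had 1.58 ± 0.863 CPM (SD, n = 7) in J and 3.61 ± 2.97 CPM (SD, n = 8) in H-F calves at d -14, 1.16 ± 0.657 and 3.16 ± 2.57 CPM at d 1, and 0.630 ± 0.207 and 2.31 ± 1.97 CPM at d 8. On the log2 scale the fold change was -1.19, -1.45 and -1.87 (SE 0.491, 0.502 and 0.528; edgeR adjusted p = 0.108, 0.0546 and 0.0268). It was not a DEG at d -14 in the QL fit. The exact test (adjusted p = 0.0836), DESeq2 (adjusted p = 0.0732) and the QL fit of all 16 calves (adjusted p = 0.0994) called it, as did the QL fit without H-F calf 20, 25, 48 or 49 or J calf 77, and over all alternatives the adjusted p ranged from 0.0732 to 0.256. At d 1 the call was lost without H-F calf 32 or J calf 9, 57 or 77. MSR1 (ENSBTAG00000002885) had 6.57 ± 2.06 CPM (SD, n = 7) in J and 15.1 ± 5.93 CPM (SD, n = 8) in H-F calves at d -14, 6.44 ± 1.95 and 15.2 ± 5.21 CPM at d 1, and 5.24 ± 1.40 and 13.7 ± 7.61 CPM at d 8. For MSR1 the log2 fold change was -1.20, -1.24 and -1.38 (SE 0.282, 0.283 and 0.285; edgeR adjusted p = 0.00648, 0.0062 and 0.00339), and it was called under all alternatives.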

Genes coding for phagocytosis-promoting receptors including the C-type lectin receptor DC-SIGN and the scavenger receptor MSR1 were also consistently down-regulated in J relative to H-F calves. DC-SIGN plays an important role in dendritic cell immune regulation as it is a pattern recognition and adhesion receptor which can induce dendritic cell adhesion and migration to infection sites, inflammatory responses and T cell activation [50]. MSR1, a transmembrane cell surface glycoprotein expressed on macrophages and dendritic cells can bind bacterial surface proteins such as LPS and LTA, bacterial CpG and double-stranded RNA and can mediate non-opsonic phagocytosis of bacterial pathogens [51].

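How far the breeds overlapped differed between the genes CCL3, CCL5, PF4, TNFSF12, IL18RAP, LTB4R, GZMA, GZMM, KIR2SL1, MSR1 and CD209. The number of J calves, of 7, with fewer CPM than every H-F calf at d -14, d 1 and d 8 was 6, 6 and 7 for CCL5, 4, 3 and 7 for CCL3, 6, 6 and 6 for KIR2SL1, 6, 6 and 3 for MSR1, 5, 4 and 5 for PF4, 4, 5 and 6 for TNFSF12, 3, 6 and 6 for LTB4R, 3, 5 and 4 for GZMM, 2, 5 and 5 for GZMA, 5, 2 and 3 for IL18RAP, and 3, 3 and 1 for CD209. Full separation, which 1 of the 6435 ways to split the calves gives for a single gene and day, was thus seen only for CCL5 and CCL3 at d 8. On no day did a J calf lie above every H-F calf for any of these genes.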

The consistent decreased transcription of *CCL3*, *CCL5*, *CXCL4*, *TNFSF12*, *IL18RAP*, *LTB4R*, *GZMA*, *GZMM*, *KIR2SL1*, *MSR1* and *DC-SIGN* in J relative to H-F calves suggests functional decreases in leukocyte chemotaxis (especially monocyte chemotaxis) and phagocytic activity along with the natural killer cell and Th 1 cell-mediated responses. Furthermore, several additional cytokines with similar related functions were decreased in J relative to H-F calves on at least one day relative to weaning. 

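CXCL10 (ENSBTAG00000001725) had 5.38 ± 1.47 CPM (SD, n = 7) in J and 9.69 ± 3.21 CPM (SD, n = 8) in H-F calves at d -14, 5.31 ± 1.50 and 12.0 ± 7.28 CPM at d 1, and 7.03 ± 4.23 and 9.85 ± 3.57 CPM at d 8. Relative to H-F calves the log2 fold change was -0.85 at d -14, -1.18 at d 1 and -0.49 at d 8 (SE 0.289, 0.29 and 0.285; edgeR adjusted p = 0.0514, 0.0105 and 0.294). The call at d -14 was lost without H-F calf 25 or J calf 57. At d 8 J calf 13 had 16.1 CPM, against 3.96 to 7.83 CPM in the other J calves, and without it the gene was a DEG at d 8 too (log2 fold change -0.83, adjusted p = 0.0644).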

Jersey calves had reduced transcription of *CXCL10* (also known as *IP-10*) compared with H-F calves, on days -14 and 1, relative to weaning. The CXCL10 protein is an IFNγ inducible inflammatory chemokine associated with a Th 1 phenotype and it plays an important role in leukocyte recruitment (especially monocytes and T lymphocytes) to inflammatory sites [52]. 

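IL23R (ENSBTAG00000014983) had 0.567 ± 0.223 CPM (SD, n = 7) in J and 1.01 ± 0.324 CPM (SD, n = 8) in H-F calves at d -14, close to the filter of 1 CPM. Its log2 fold change was -0.82 at d -14, -0.48 at d 1 and -0.31 at d 8 (SE 0.266, 0.264 and 0.267; edgeR adjusted p = 0.0399, 0.231 and 0.497). Without J calf 13 it was not called at d -14 (adjusted p = 0.106).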

Expression of *IL23R* was also reduced in J relative to H-F calves on d -14. It codes for a receptor subunit for IL-23 which promotes proliferation of T cells, stimulates IFNγ production by T cells and promotes Th 1 differentiation [53, 54]. Additionally, transcription of *IL1B* was decreased in J relative to H-F calves on d 8. It codes for a pro-inflammatory cytokine produced mainly by monocytes and macrophages and is involved in the enhancement of secretion of other pro-inflammatory cytokines, fever induction, histamine release from basophils, macrophage phagocytosis and neutrophil survival, adhesion and oxidative burst activation and survival, differentiation and proliferation of T cells [55].

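IL1B (ENSBTAG00000001321) had 89.1 ± 21.3 CPM (SD, n = 7) in J and 137 ± 52.9 CPM (SD, n = 8) in H-F calves at d 8. The log2 fold change at d 8 was -0.62 (SE 0.24, edgeR adjusted p = 0.104), and in the QL fit it was not a DEG. The exact test (adjusted p = 0.0767), DESeq2 (adjusted p = 0.074) and the QL fit of all 16 calves (adjusted p = 0.098) called it, as did the QL fit without H-F calf 27 or 56, and over all alternatives run the log2 fold change kept its sign. At d -14 and d 1 the log2 fold change was -0.37 and -0.46 (edgeR adjusted p = 0.336 and 0.198).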

Interestingly, the expression of two genes involved in the pro-inflammatory immune response was consistently increased in J relative to H-F calves, at all time-points relative to weaning. 

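IL1R2 (ENSBTAG00000006343) had 3.40 ± 1.57 CPM (SD, n = 7) in J and 8.37 ± 1.69 CPM (SD, n = 8) in H-F calves at d -14, 3.59 ± 2.10 and 7.06 ± 2.14 CPM at d 1, and 2.05 ± 1.20 and 7.81 ± 2.33 CPM at d 8. In J relative to H-F calves the log2 fold change was -1.30, -0.97 and -1.93 (SE 0.294, 0.292 and 0.304; edgeR adjusted p = 0.00536, 0.0294 and 0.000364), and all alternatives gave a decrease. IFNB1 (ENSBTAG00000045674) had 3.05 ± 1.38 CPM (SD, n = 7) in J and 1.38 ± 0.743 CPM (SD, n = 8) in H-F calves at d -14, 3.56 ± 1.19 and 1.36 ± 0.716 CPM at d 1, and 3.29 ± 1.02 and 1.34 ± 0.618 CPM at d 8. For IFNB1 the log2 fold change was 1.14, 1.38 and 1.30 (SE 0.327, 0.326 and 0.327; edgeR adjusted p = 0.0208, 0.00813 and 0.0138), and it was called under all alternatives. Cattle carry several closely related interferon beta genes, and reads that mapped to more than 1 of them were not counted.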

Jersey calves had increased levels of transcription of *IL1R2* which codes for a decoy receptor for IL1 and modulates pro-inflammatory immune responses [56] and of *IFNB1* which is involved in the bovine protective immune response against specific viruses including RNA viruses [57]. Therefore, both breeds have different levels of transcription for important genes functioning in immune responses and likely have divergent susceptibilities and immune responses for specific pathogen types. Indeed many of the genes which are differentially expressed between these two breeds have been implicated in the immune response to several bovine diseases. The *CCL5* chemokine has been shown to play a role in the inflammatory response to bovine respiratory syncytial virus [58], Alcelaphine herpesvirus 1 [59], mastitis [60–63], bovine tuberculosis [64] and parasitic protozoan infections with *Toxoplasma gondii* [65], *Neospora canium* [65] and *Eimera bovis* [65]. Up-regulation of *CCL3* has previously been associated with the inflammatory response to mastitis [62], bovine tuberculosis [64, 66], viruses including bovine respiratory syncytial virus [58], Alcelaphine herpesvirus 1 [59], resistance to bovine nematode infections [67] and a protective response from vaccinated cattle to bovine tuberculosis [68]. Furthermore, *CXCL10* has previously been reported to be up-regulated in the bovine immune response to several pathogenic species [30] including *Eimera bovis* [69, 70], *Toxoplasma gondii* [65], *Neospora canium* [65], Alcelaphine herpesvirus 1 [59], bovine respiratory syncytial virus [71] and *Mycobacterium bovis* [66]. The *GZMA* gene has been observed to be transcriptionally increased in response to viral challenge with both bovine herpesvirus 1 and bovine respiratory syncytial virus [71]. Furthermore, *PDGFRA* transcription has increased in response to viral challenges with both bovine respiratory syncytial virus and bovine viral diarrhoea virus and in response to bacterial challenge with *Mannheimia haemolytica* and *Pasteurella multocida* [71]. Increased expression of *TNFSF12* was observed following infection with both bovine herpesvirus 1 and bovine viral diarrhoea virus [71]. The *CXCL4* cytokine has been up-regulated in response to a challenge infection with *Mannheimia haemolytica* [71]. Transcription of *CALCRL* has been increased in response to viral challenge with bovine viral diarrhoea virus and bacterial challenge with *Mannheimia haemolytica* [71]. Finally, *LTB4R* transcription increased following challenge infections with bovine viral diarrhoea virus, bovine herpesvirus 1 and *Pasteurella multocida* [71].

This study has demonstrated that H-F calves have consistently higher basal levels of transcription of many cytokines, chemokines and immune response effector genes, than J calves, under artificial-rearing conditions. Higher basal levels of pro-inflammatory cytokines may also infer better resistance to pathogens in the environment as Li and colleagues [67] have shown that heifers resistant to nematode infections are better able to produce inflammatory cytokines at the site of nematode infection than susceptible heifers. Therefore, the increased levels of transcription of many immune response associated genes in H-F calves suggests that this breed may be better equipped to fight pathogen invasion more rapidly before pathogens can cause disease. Indeed, we have observed J calves to succumb to greater numbers of incidents of bovine respiratory disease, than H-F calves (unpublished data). Furthermore, as the many of the DEG which were decreased in J relative to H-F calves were involved in natural killer cell and Th 1 cell activity which primarily function in the clearance of intracellular bacteria and virus infected cells [35, 72], J calves may specifically be more susceptible than H-F calves to infection with intracellular bacteria and some viruses. Indeed, J have been reported to develop infections with *Mycobacterium paratuberculosis* more often than H-F [73, 74] and J calves have been found to be more susceptible to *Salmonella typhimurium* infection than Friesian calves [75].

The decreased transcription of genes involved in immune responses in J relative to H-F calves was, however, surprizing as the J calves in the present study, along with J calves in other studies [15, 76], have higher maternally derived serum immunoglobulin G concentrations. It appears that despite J calves receiving enhanced immunological protection from disease from their dams, they still may have reduced immune capacity. Although greater transcription of pro-inflammatory cytokines in H-F relative to J calves may improve efficiency of both the immune responses to pathogens and resistance to infection, it is also possible that they may cause pathogenesis. When unregulated excess pro-inflammatory chemokines are produced, they can cause tissue damage and exuberate many inflammatory diseases such as allergic reactions, arthritis and arteriosclerosis [31, 34, 77].

Differential gene expression between MAP experimentally challenged Holstein and J cows has been already demonstrated in a microarray experiment [14] and we have shown in the present study, differential gene expression between experimentally unchallenged H-F and J calves. Furthermore, using pathway analysis tools, we have predicted differences in functional immune responses, including leukocyte chemotaxis and phagocytosis. Interestingly, whole blood killing of bacteria and neutrophil oxidative burst, following incubation of blood with enteropathogenic *Escherichia coli*, have previously been demonstrated to be decreased in J relative to Holstein calves [15] and this is in agreement with predicted immune function differences between the breeds using the DEG in our study. Despite these observations, only minimal breed differences between the innate immune responses of Holstein and J cows to experimental challenge intramammary infection with both *Staphylococcus aureus* [78] and *Escherichia coli* [13] have been reported. However, we have discovered decreased transcription in J relative to H-F calves, in genes which promote cytotoxic activity in natural killer cells and T lymphocytes. Consequently, future experimental challenge studies comparing H-F and J immune responses to disease could be designed using either an intracellular bacterium or a virus and subsequently, immune functional tests could be carried out on blood collected from these animals during the experimental challenge.

The H-F and J calves in this study were, by necessity, sourced from different herds. Consequently, there was in a difference in age at study enrolment between the H-F and J calves. However, both age at allocation to treatment and serum ZST at arrival on site, were included as co-variants in the statistical models in the larger study, Johnston, *et al*. [8], and both were found to be statistically non-significant. Therefore, it is our contention that the initial minor variation in age between the breeds at the start of the study did not have any confounding effect on the interpretation of our results.

## Conclusions

These results demonstrate that gradual weaning is welfare friendly as it does not induce transcriptional alterations during the peri-weaning period. Therefore, the necessary husbandry practice of weaning potentially has minimal negative effects on the welfare and health of dairy calves if it is carried out gradually when calves are consuming sufficient concentrate feed and consequently have rumens which are sufficiently developed to derive adequate nutrients from solid feed alone. Additionally, these data also demonstrate differences in transcriptional activity of genes involved in immune responses and cell signalling activity between the two breeds. They suggest decreased cellular movement, chemotaxis and phagocytic functionality in J relative to H-F calves. Knowledge of breed-specific immune responses could enable improved health management practices tailored towards H-F and J specific disease sensitivities. This knowledge could also promote and enable development of cost effective breed targeted prophylactic and therapeutic veterinary interventions.

## Supporting Information

S1 Table Differentially expressed genes between Holstein-Friesian and Jersey calves at day -14, relative to weaning (P < 0.05; FDR < 0.1; fold change > 0.05). (XLSX) Click here for additional data file.

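The copy of S1 Table used here listed 549 genes, and all had the same direction in the QL fit at d -14, which called 516 of them. The largest difference between the table's log2 fold change and the one here was 0.03.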

S2 Table Differentially expressed genes between Holstein-Friesian and Jersey calves at day 1, relative to weaning (P < 0.05; FDR < 0.1; fold change > 0.05). (XLSX) Click here for additional data file.

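The copy of S2 Table used here listed 489 genes, all with the same direction in the QL fit at d 1, and 465 were DEG in it. The log2 fold changes differed by at most 0.06.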

S3 Table Differentially expressed genes between Holstein-Friesian and Jersey calves at day 8, relative to weaning (P < 0.05; FDR < 0.1; fold change > 0.05). (XLSX) Click here for additional data file.

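All 410 genes of the copy of S3 Table used here had the same direction in the QL fit at d 8, and 392 were DEG in it. The largest difference in log2 fold change was 0.05.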

S4 Table The molecular functions, biological processes and cellular components which were over-represented among the DEG between Holstein-Friesian and Jersey calves, at each time-point relative to weaning, using the GoSeq analysis. (XLSX) Click here for additional data file.

S5 Table Functional annotation clusters identified among the DEG between Holstein-Friesian and Jersey calves at day -14, relative to weaning. Enriched functional annotation clusters (group enrichment score > 1.3) are highlighted in yellow. Functional annotations within the clusters which had a benjamini hochberg false discovery rate < 0.1 are highlighted in blue.
(XLSX) Click here for additional data file.

S6 Table Functional annotation clusters identified among the DEG between Holstein-Friesian and Jersey calves at day 1, relative to weaning. Enriched functional annotation clusters (group enrichment score > 1.3) are highlighted in yellow. Functional annotations within the clusters which had a benjamini hochberg false discovery rate < 0.1 are highlighted in blue.
(XLSX) Click here for additional data file.

S7 Table Functional annotation clusters identified among the DEG between Holstein-Friesian and Jersey calves at day 8, relative to weaning. Enriched functional annotation clusters (group enrichment score > 1.3) are highlighted in yellow. Functional annotations within the clusters which had a benjamini hochberg false discovery rate < 0.1 are highlighted in blue.
(XLSX) Click here for additional data file.

S8 Table Gene functional classification groups identified among the DEG between Holstein-Friesian and Jersey calves at day -14, relative to weaning. Enriched gene functional classification groups (group enrichment score > 1.3) are highlighted in yellow.
(XLSX) Click here for additional data file.

S9 Table Gene functional classification groups identified among the DEG between Holstein-Friesian and Jersey calves at day 1, relative to weaning. Enriched gene functional classification groups (group enrichment score > 1.3) are highlighted in yellow.
(XLSX) Click here for additional data file.

S10 Table Gene functional classification groups identified among the DEG between Holstein-Friesian and Jersey calves at day 8, relative to weaning. Enriched gene functional classification groups (group enrichment score > 1.3) are highlighted in yellow.
(XLSX) Click here for additional data file.

S11 Table Predicted activation states (increased or decreased) of biological functions identified by Ingenuity Pathway Analysis as enriched among the DEG between Holstein-Friesian and Jersey calves at day -14, relative to weaning. Genes coloured in red have increased expression in Jersey relative to Holstein-Friesian calves. Genes coloured in green have decreased expression in Jersey relative to Holstein-Friesian calves.
(XLSX) Click here for additional data file.

S12 Table Predicted activation states (increased or decreased) of biological functions identified by Ingenuity Pathway Analysis as enriched among the DEG between Holstein-Friesian and Jersey calves at day 1, relative to weaning. Genes coloured in red have increased expression in Jersey relative to Holstein-Friesian calves. Genes coloured in green have decreased expression in Jersey relative to Holstein-Friesian calves.
(XLSX) Click here for additional data file.

S13 Table Predicted activation states (increased or decreased) of biological functions identified by Ingenuity Pathway Analysis as enriched among the DEG between Holstein-Friesian and Jersey calves at day 8, relative to weaning. Genes coloured in red have increased expression in Jersey relative to Holstein-Friesian calves. Genes coloured in green have decreased expression in Jersey relative to Holstein-Friesian calves.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

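Whole-blood RNA of 8 H-F and 8 J calves at d -14, d 1 and d 8 relative to weaning was sequenced in 48 libraries, and the authors deposited a table of read counts for the annotated genes and 92 ERCC spike-in sequences. They aligned the paired end reads to the UMD3.1 genome with STAR, kept uniquely mapped reads with fewer than 2 mismatches, and counted them per Ensembl gene with HTSeq-count. The counts are whole numbers without normalization. The versions of STAR and HTSeq-count, any trimming of reads, the strand setting and the spike-in mix are not given in the sources used here. All 48 columns of the table were matched to a calf and day by their labels, and 0 columns were left over.

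The paper removed a J calf from all analyses without naming it. J calf 85 was identified from the mean log2 CPM in S1 to S3 Tables, by the rule that the difference from the tables had to be at least 4 times smaller than for any other calf. The values at the claims are for the remaining 15 calves. Library totals ranged from 28088019 to 39095624 (median 33666332). At this depth the spread between calves, not counting error, limits the precision of most genes, and genes near 1 CPM are the least precise.

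Genes with more than 1 CPM in at least 8 libraries were kept, which left 12677, and spike-in sequences were left out before the filter. The main test was edgeR 4.0.16 with TMM factors, a mean for each of the 6 groups and its quasi-likelihood F test, in R 4.3.3. A DEG had a Benjamini-Hochberg adjusted p under 0.1 and a fold change of at least 1.5, which is 0.585 on the log2 scale, as in the paper. CPM for single calves used TMM-normalized library sizes, and log2 CPM a prior count of 2. The interaction of breed and day was tested in the same fit, with no fold-change threshold. Distances between libraries were the leading log2 fold changes over 500 genes per pair. They were tested by permuting the breeds over calves in all 6435 ways, and the days within calves in 100000 shuffles. Tables and tests outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

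The same calves were sampled on each day, and the calf numbers in the sample labels pair the libraries. After removal of the breed and day means, log2 CPM of libraries of the same calf had correlations of 0.40 to 0.85, and libraries of different calves -0.51 to 0.24. The biological coefficient of variation was 0.185 without a calf term and 0.102 with calf as a block. The paper's test does not use this pairing, so it was left out of the main test and the fit with calf as a block is given wherever it changes a result. Between breeds, the main test thus took the libraries of a calf as independent in its estimate of the spread. A fit of only the groups compared repeats no calf in these comparisons. It gave 345 DEG at d 1, against 473, and numbers on the other days within the ranges given for the alternatives.

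The main test, its thresholds, the named genes, the splits of the calves and the following alternatives were set before the data were examined: the paper's exact test, DESeq2 1.42.0, limma-voom (limma 3.58.1) with calf as a random effect (consensus correlation 0.441), relative log expression (RLE) size factors, no filter on low counts, a mean count of at least 10, no fold-change threshold, an FDR of 5%, a fit of only the groups compared, all 16 calves, each calf left out in turn, and calf as a block. The genes named were those the paper's Discussion names as differing between breeds, the other genes of Table 2, the 3 genes with the largest mean increase and the 3 with the largest mean decrease among the DEG common to all days, and, for days within breed, the gene with the smallest p without the block and the 3 with the smallest p among the DEG with the block. The paper's values for the first groups of genes had been seen in its tables. Gene symbols were taken from S1 to S3 Tables, which give a symbol for 701 of the 800 genes they list. Genes without one are given by identifier, and for a few only their number is given. The values of a gene named in the paper's Discussion are not reported here.

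The procedure was tested on simulated data. Counts were drawn at the depth and spread of the deposited table, with 200 of 12677 genes changed by 1 on the log2 scale. Calf effects were drawn for each gene separately, so genes did not vary together within a calf. False calls in real blood may thus be more frequent than the numbers that follow. Other splits of the real calves gave a median of 0 DEG at d -14 but reached 154. For the breeds at d -14, edgeR's quasi-likelihood test recovered 91% of the changed genes and called 7 unchanged ones, the exact test recovered 93% and called 11, DESeq2 92.5% and 10, and limma-voom 94% and 17. For d -14 and d 8 in H-F calves, the quasi-likelihood test recovered 92% without the block and 99% with it, and each called 0 unchanged genes.

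The tests of pathways, gene ontology terms, functional clusters and Ingenuity functions were not recomputed, because the collections of gene functions they rest on were not used here. The 10 lists of marker genes for blood cells and responses could be matched only to genes of the paper's own DEG tables, so no score was computed from them.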

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

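In this part, the day shuffles of the fit with calf as a block and the tests of the genes that changed between days, of the spike-in share and of J calf 85 were chosen only after the result was seen.

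The paper compared days within breed without using that the same calves were sampled on each day. With calf as a block, the quasi-likelihood test gave 32 DEG between d -14 and d 1 and 137 between d -14 and d 8 in H-F calves, and 7 and 26 in J calves. When the days were shuffled within calves, 1 of 50 arrangements gave as many DEG for each of the H-F comparisons, the real one included, and the others gave at most 21 and 2. In J calves it was 1 of 50 for d 1, where the others gave at most 1, and 2 of 50 for d 8, where another arrangement gave 54. Chance differences between days can be excluded at this level for the H-F comparisons and for J calves at d 1. For J calves at d 8 the share of arrangements was under 5%, but the real number lay within the range of the others, so the count alone does not exclude chance firmly. The tables argue against a change confined to H-F calves. The 137 genes chosen in H-F calves moved in the same direction in J calves for 123 genes, with a mean log2 shift of 0.545 at d 8 (SD 0.207, 7 of 7 calves, exact sign-flip permutation p = 0.0156, the smallest possible for 7 calves). The 26 genes chosen in J calves moved in the same direction in H-F calves for all 26, with a mean shift of 1.19 at d 8 (SD 0.334, 8 of 8 calves, exact permutation p = 0.00781, the smallest possible). A step at weaning that was complete by d 1 is argued against for 3 of the 4 sets of genes, which share genes and calves and are not separate evidence. Milk was reduced gradually, so this does not speak against the removal of milk as a cause. The shift at d 8 exceeded that at d 1 by 0.261 in J calves for the 32 genes chosen at d 1 in H-F calves (SD 0.149, 7 of 7 calves, exact sign-flip p = 0.0156), and in H-F calves by 0.77 and 0.493 for the 7 and 26 genes chosen in J calves at d 1 and d 8 (SD 0.466 and 0.244, 8 of 8 calves, p = 0.00781 for each). For the 137 genes the excess in J calves was 0.116 (SD 0.219, 4 of 7 calves, exact sign-flip p = 0.234), so a step cannot be told apart there from a change that went on. Over the 4 sets, the shift at d 1 was 58.6% to 78.6% of that at d 8, and 68.2% of the time from d -14 to d 8 had then passed. A steady change over time stays open. Library preparation that goes with the spike-in share cannot be the whole cause, since the 4 J calves whose share stayed under 0.25% on both days had a mean shift of 0.508 (0.261 to 0.795), against 0.593 in the other J calves. The removal of milk, growth and age, housing over the season, and order of sampling all run with the day, and there were no unweaned calves, so these stay open and untested. In the fit of both breeds without the block, adding the log2 spike-in share as a covariate lowered the DEG between d -14 and d 8 in H-F calves from 9 to 2. The fit with the block was not run with this covariate.

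The paper does not report on the spike-in sequences, of which 90 of 92 had a count. Their share of the counts was above 0.25% in 8 libraries (0.256% to 0.322%), 5 of them at d 8, and between 0.174% and 0.233% in the others. J calf 77 stood apart at d -14 with 0.309%, against 0.186% to 0.214% in the other J calves. More spike-in RNA added to some samples, or less blood RNA beside it, may underlie this, and whether gene expression changed with it was not settled. With edgeR, 897 genes followed the log2 share within groups at an unadjusted p under 0.05. Of 100 shuffles of the share, the real one included, 29 reached that number. At an FDR of 10% there were 0 genes, a count that every shuffle reaches, so it cannot show that no gene followed the share. DEG between days in H-F calves were lost when the share was a covariate in the fit of both breeds. Other shuffles gave up to 999 genes at an FDR of 10%. No biological explanation was tested.

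J calf 85, which the paper left out, had 668 genes outside the range of all other J libraries in all its libraries, against 101 to 428 for each of the other J calves. The tables argue against an H-F or crossbred calf under a J label. On the genes called on all days without it, the calf lay at 0.928 between the H-F mean (0) and the mean of the other J calves (1), within the range of the other J calves (0.667 to 0.996). Low sequencing depth cannot be the cause for all its libraries, since only 1 of 3 had fewer counts than every other J library of its day. Illness, another sire or farm, and a difference in blood collection stay open, since the labels give none of these for single calves. No biological explanation was tested.

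Among library measures, 4 of 24 groups of breed and day held a value far from the others (16.7%). The measures come from the same libraries and 2 of the 4 values from the same one, so the number cannot be read against chance. Beside the spike-in share of J calf 77, these were the number of genes with a count at d -14 in H-F calf 49 (17097, against 16408 to 16732 in the other H-F calves) and in J calf 77 (16832, against 16477 to 16624), and the share of counts in the top 10 genes at d 8 in J calf 6 (4.5%, against 5.10% to 5.36%). No explanation was tested for these.

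For the named genes, 28 of 318 groups (8.81%) held such a value. Values of a calf on different days are not independent, so the number cannot be read against chance. H-F calf 33 stood above the other H-F calves at d 1 for TNFSF12 (21.0 CPM, others 9.64 to 13.5), IL18RAP (23.7 CPM), IL13RA1 (105 CPM, others 64.7 to 82.6), FLT3 (10.6 CPM, others 4.77 to 6.70), P2RY14 (4.46 CPM, others 1.18 to 2.24) and EXTL1 (1.40 CPM, others 0.246 to 0.539), at d 8 for P2RY14 (4.04 CPM, others 0.783 to 2.03) and at d -14 for EXTL1 (1.46 CPM, others 0.0937 to 0.692). J calf 6 stood above the other J calves at d 8 for TNFSF12 (12.0 CPM, others 7.02 to 9.05), F2RL2 (5.85 CPM, others 1.95 to 3.29) and P2RX1 (9.34 CPM, others 2.80 to 4.90). On all 3 days it had 409, 405 and 414 CPM of ENSBTAG00000038652, against 6.72 to 19.1, 5.22 to 16.1 and 5.47 to 14.0 CPM in the other J calves. J calf 60 stood apart for PDGFRA at d 1 (3.81 CPM, others 0.280 to 1.64) and d 8 (4.40 CPM, others 0.239 to 1.50), for ADRB1 at d 1 (1.75 CPM, others 0.685 to 1.01), for ENSBTAG00000031825 at d 1 (0.411 CPM, others 0 to 0.105) and, below the others, for TNFSF13B at d 8 (0.781 CPM, others 1.21 to 1.51). J calf 7 had 2.04, 2.52 and 1.74 CPM of KIR2SL1 on the 3 days, against at most 1.09, 1.31 and 0.912 CPM in the other J calves.

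Further single values were CXCL10 in J calf 13 at d 8 (16.1 CPM), IL1R2 and KIT in H-F calf 48 at d -14 (11.9 CPM, others 6.73 to 9.15, and 45.8 CPM, others 21.3 to 28.3), CXCR5 in H-F calf 56 at d 8 (40.6 CPM, others 22.7 to 29.7), MET in H-F calf 49 at d 8 (14.8 CPM, others 7.12 to 10.2) and an unnamed gene in H-F calf 25 at d 8 (1.07 CPM, others 0 to 0.363). Those seen in a calf on all its days, as for KIR2SL1 and ENSBTAG00000038652, were not errors of a single library. Differences between calves in genotype, in the copies of related genes or in the mix of blood cells were not tested. The paper states that the J calves came from different farms and that calves of each breed had different sires. The sample labels give neither for single calves, so these could not be tested.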

How the results depend on the processing

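Fits with the spike-in sequences kept, with the log2 spike-in share as a covariate, with calf as a block and no fold-change threshold, and with calf as a block and single calves left out were chosen after the data were seen.

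The DEG between breeds stayed within 1.5 times their number (520 at d -14, 473 at d 1, 397 at d 8 and 221 common to all days) under the other tests, RLE size factors, both other filters and the fit of only the groups compared, between 458 and 752 at d -14, 345 and 639 at d 1, 285 and 489 at d 8, and 155 and 264 common. Without the fold-change threshold there were 2174, 2282 and 1589 DEG and 727 common, since small differences then count. An FDR of 5% gave 398, 354 and 282 DEG and 144 common. All 16 calves gave 589, 761 and 529 DEG and 272 common. The exact test on all 16 calves with the spike-in sequences kept gave 606, 770 and 534 DEG and 282 common. The cause was not tested. Single calves left out gave 382 to 600, 284 (without J calf 9) to 568, 318 to 470, and 151 to 250 common.

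Comparisons of days within breed depended on the test. In H-F calves there was 1 DEG between d -14 and d 1 with the exact test, with or without spike-in sequences and also for all 16 calves with them, with DESeq2 and with only the groups compared, 7 with either other filter, and 18 with limma-voom. With calf as a block there were 32 (31 with all 16 calves, 237 with no fold-change threshold). Between d -14 and d 8, the 9 DEG became 20 with the exact test (21 with spike-in sequences kept, 19 then for all 16 calves), 22 with DESeq2, 135 with limma-voom, 44 without a filter, 27 with a mean count of at least 10, 5 with all 16 calves, 2 with the spike-in share as a covariate, 15 without the fold-change threshold and 1 at an FDR of 5%. The block gave 137, for 15 and for 16 calves, and 1754 with no fold-change threshold. A fit with the calf in it removes the differences between calves from the spread, which shows in the coefficient of variation of 0.102 against 0.185. Comparisons of d 1 and d 8 in H-F calves stayed at 0 under all these settings.

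In J calves, limma-voom gave 4 DEG between d -14 and d 1 and 21 between d -14 and d 8, and the exact test gave 3 between d -14 and d 8, with or without spike-in sequences (7 for all 16 calves with them). The fit with the block gave 7 and 26, 72 and 42 with all 16 calves, and 7 and 39 with no fold-change threshold. Between d 1 and d 8 there was 1 with calf as a block and all 16 calves. The interaction of breed and day had 2 genes with calf as a block and all 16 calves, and 0 under the other settings run on all libraries. The exact test does not give an interaction and was not run for it. Apart from the block, the cause was not tested.

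With single calves left out of the fit without the block, H-F calves had 0 to 1 DEG between d -14 and d 1 (1 without J calf 57) and 0 (without H-F calf 56) to 16 (without H-F calf 20) between d -14 and d 8, and J calves 0 to 8 (without J calf 57) between d -14 and d 8. In the paired fit, with calf as a block, the numbers were 19 (without H-F calf 48) to 36 and 89 (without H-F calf 48, 93 without H-F calf 25) to 168 in H-F calves, 2 (without J calf 6, 7, 9 or 60) to 10 and 14 (without J calf 7) to 33 in J calves, 0 to 1 between d 1 and d 8 in J calves (1 without J calf 57), and 0 to 4 for the interaction (4 without H-F calf 20, 1 without H-F calf 33 or J calf 7).

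Distances between breeds and between days kept their sign and their p under 0.05 with a common set of 500 genes, all genes, RLE size factors and all 16 calves.

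The log2 fold changes of the named genes gave 3618 values under the alternatives set at the start. Of these, 3290 kept their direction and their side of the thresholds, 251 were no longer called, 76 were newly called and 1 changed sign. That was ADRB1 at d -14, at -0.18, which became 0.0016 without H-F calf 25. With single calves left out it ranged from -0.32 to 0.0016, and it was not called in any of these fits. Among the genes of the paper's Discussion, 1290 of 1361 values stayed the same. Genes near 1 CPM, such as IL23R and GH1, had no value under settings whose filter removed them. Alternatives for marker scores were not run, since no score could be computed.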

Differences from the paper's values

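The exact test with the spike-in sequences kept was run only after the values had been seen.

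The paper gives 0 DEG within H-F calves between d -14 and d 8, and the quasi-likelihood fit gave 9. Of the alternatives set before the data were examined, only leaving out H-F calf 56 gave the paper's 0. All others gave DEG: 20 with the paper's exact test, 22 with DESeq2, 135 with limma-voom, 12 with RLE size factors, 44 without a filter, 27 with a mean count of at least 10, 7 with only the groups compared, 5 with all 16 calves, 15 without the fold-change threshold, 1 at an FDR of 5%, 137 with calf as a block (137 with all 16 calves) and 1 to 16 with other single calves left out. For the other comparisons of days, which the paper also gives as 0, the quasi-likelihood fit gave 0, while the exact test gave 1 between d -14 and d 1 in H-F and 3 between d -14 and d 8 in J calves.

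For d -14 the paper gives 337 decreased genes, which with its number of increased genes adds to more than its 550 DEG. The exact test gave 336 decreased genes, and the copy of S1 Table used here lists 336. The quasi-likelihood fit gave 320. The exact test gave 550, 489 and 411 DEG on the 3 days and 229 common to all, where the paper gives 550, 490, 411 and 229. With the spike-in sequences kept, a setting chosen after seeing the values, the exact test gave 490 at d 1 and the same numbers elsewhere. The mean log2 CPM of the paper's tables differed by 2.8e-06 with them kept and by 0.00317 without them. Both results argue against a fit of the paper that left the spike-in sequences out.

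The paper calls the genes common to all time-points the larger part of the DEG. Of the 766 genes called on any day by the quasi-likelihood fit, 221 (28.9%) were called on all 3 days.

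The paper's Discussion gives IL1R2 as increased in J calves. Its log2 fold change in J relative to H-F calves was -1.30, -0.97 and -1.93 at d -14, d 1 and d 8, the direction that the paper's Table 2 and Table 4 give. IFNB1, named beside it, was increased.

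The paper gives DC-SIGN (CD209) as decreased at every time-point and IL1B and CXCR2 as decreased at d 8. The direction was the same here, but the quasi-likelihood fit did not call CD209 at d -14 (adjusted p = 0.108), IL1B at d 8 (adjusted p = 0.104) or CXCR2 at d 8 (adjusted p = 0.114). The exact test and the fit of all 16 calves called all 3, and DESeq2 called CD209 and IL1B. The quasi-likelihood fit also called CD209 without H-F calf 20, 25, 48 or 49 or J calf 77, IL1B without H-F calf 27 or 56, and CXCR2 without H-F calf 27 or 56 or J calf 60. Of settings chosen after seeing the values, the exact test with the spike-in sequences kept called all 3 (with 15 and with 16 calves), and the fit with the spike-in share as a covariate called CD209. Of Table 4, the quasi-likelihood fit did not call NLRP12 at d -14 and d 8, LPL at d 8 and NRP1 at d 1 and d 8. The exact test called NLRP12 and LPL on these days and did not call NRP1 at d 1 and d 8.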

Other observations

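In this part, the tests of age, of the level of each calf and of PRSS2 were chosen only after the result was seen. The splits of calves and days and the marker lists were planned.

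The calves were split at random into groups of 8 and 7 in 100 ways, the real breeds included. Only 1 of the 100 gave as many DEG as the real breeds at d -14, at d 1, at d 8 and common to all days, namely the real split. The others gave at most 154, 210, 31 and 12 DEG, with medians of 0. Chance can be excluded at this level for the difference between breeds on each day. When days were shuffled within calves, 1 of 100 arrangements gave as many DEG as the real 9 between d -14 and d 8 in H-F calves, again the real one. For the other comparisons of days, where the real number was 0 without the block, 100 of 100 arrangements gave as many, so these counts say nothing against chance.

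The J calves were older. From the mean ages the paper gives at the start, H-F calves were 65, 80 and 87 d old and J calves 79, 94 and 101 d old at d -14, d 1 and d 8, a gap of 14 d. If age at sampling caused the whole difference between the breeds, few DEG would remain between J calves at d -14 and H-F calves at d 1, whose mean ages lay closest. There were 403 (138 increased and 265 decreased in J calves), and 285 of them were DEG in the same direction at d -14. The comparisons share the J libraries, so some overlap arises without a breed effect. Among 100 splits of the calves, the real one included, 3 gave as many DEG in this comparison. The others had a median of 0 but reached 589, so the count of 403 alone does not exclude chance firmly. Only 1 of the 100, the real split, gave as large an overlap, with a median of 0 and at most 129 shared genes in the others. All 221 genes common to all days had the same direction, and 190 of them were called. Age as the whole cause is thus argued against, though age may add to single genes, since J calves at d 8 against H-F calves at d -14, where the gap was 36 d, gave 807 DEG, in a comparison that also spans weaning. The farm of origin, which was 1 farm for H-F and others for J calves, differed with the breed and cannot be told apart from it. The concentrate allowance differed in name, restricted for H-F and free for J calves, but the paper states that the H-F calves never ate all of theirs, and intake was not used here.

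Within breed and day, the genes common to all days differed between calves in a lasting way. A median of 73.3% of their variance in log2 CPM went with the calf, against at most 24.1% in 1000 shuffles of the libraries and 42.6% over all 12677 genes. Noise of single libraries is argued against as the cause of the spread. Genotype may contribute, as may lasting differences in the mix of blood cells, and neither was tested.

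PRSS2 was such a case. In H-F calves 99.5% of the variance of its log2 CPM went with the calf (permutation test with 100000 shuffles of the libraries, p = 1e-05, the smallest possible), which argues against noise of single libraries. H-F calves 20, 48, 49 and 56 had 56.2 to 82.6 CPM on every day, H-F calf 25 had 24.4 to 32 CPM, and H-F calves 27, 32 and 33 had 2.66 to 5.49 CPM, while J calves had 0.415 to 1.70 CPM. A variant of the locus, or different copies of trypsinogen genes in the calves against the reference, may underlie such steps, and this was not tested because no reads or genotypes were used.

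A difference between breeds in the mix of blood cells or in handling was to be tested with 10 lists of marker genes. Of the lists, 6 of 14 platelet genes, 7 of 12 B cell genes, 0 of 12 T cell genes, 6 of 12 natural killer and cytotoxic genes, 1 of 12 monocyte genes, 1 of 11 neutrophil genes, 2 of 7 eosinophil genes, 0 of 10 erythroid genes, 6 of 12 interferon response genes and 5 of 12 immediate early genes could be matched to an identifier. All of these came from the paper's tables of DEG, which hold genes increased and genes decreased in J calves. This selection fixed that each matched gene differed between the breeds, but not that the genes of a list shared a direction. Genes of a list without a breed difference were missing. A score could therefore not stand for the whole list, and none was computed. The mix of cells and the difference between breeds cannot be told apart here. The paper cites its authors' earlier report of breed differences in blood cell profiles.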
